# IRF8 Regulates Intrinsic Ferroptosis through Repressing p53 Expression to Maintain Tumor Cell Sensitivity to Cytotoxic T Lymphocytes

**DOI:** 10.3390/cells12020310

**Published:** 2023-01-13

**Authors:** Dakota B. Poschel, Mercy Kehinde-Ige, John D. Klement, Dafeng Yang, Alyssa D. Merting, Natasha M. Savage, Huidong Shi, Kebin Liu

**Keywords:** ferroptosis, IRF8, p53, tumor cell death, cancer immunotherapy, lipid nanoparticle gene therapy

## Abstract

Ferroptosis has emerged as a cytotoxic T lymphocyte (CTL)-induced tumor cell death pathway. The regulation of tumor cell sensitivity to ferroptosis is incompletely understood. Here, we report that interferon regulatory factor 8 (IRF8) functions as a regulator of tumor cell intrinsic ferroptosis. Genome-wide gene expression profiling identified the ferroptosis pathway as an IRF8-regulated pathway in tumor cells. IRF8.KO tumor cells acquire resistance to intrinsic ferroptosis induction and IRF8-deficient tumor cells also exhibit decreased ferroptosis in response to tumor-specific CTLs. *Irf8* deletion increased p53 expression in tumor cells and knocking out p53 in IRF8.KO tumor cells restored tumor cell sensitivity to intrinsic ferroptosis induction. Furthermore, IRF8.KO tumor cells grew significantly faster than WT tumor cells in immune-competent mice. To restore IRF8 expression in tumor cells, we designed and synthesized codon usage-optimized IRF8-encoding DNA to generate IRF8-encoding plasmid NTC9385R-mIRF8. Restoring IRF8 expression via a lipid nanoparticle-encapsulated NTC9385R-mIRF8 plasmid therapy suppressed established tumor growth in vivo. In human cancer patients, nivolumab responders have a significantly higher IRF8 expression level in their tumor cells as compared to the non-responders. Our data determine that IRF8 represses p53 expression to maintain tumor cell sensitivity to intrinsic ferroptosis.

## 1. Introduction

Breakthroughs in immune checkpoint inhibitor (ICI) immunotherapy have resulted in durable efficacy in many types of human cancers. However, even for responsive cancers, such as melanoma and non-small cell lung carcinoma, there are still a large portion of patients who do not respond to ICI immunotherapy [1]. In certain types of human cancers, including colorectal cancer and pancreatic cancer, the vast majority of patients do not respond to ICI immunotherapy. It is known that cytotoxic T lymphocytes (CTLs) infiltrate the tumor in these non-responder cancers [2,3]. Therefore, compensatory immune suppressive mechanisms, such as osteopenia (OPN), CD47 and CD73, may contribute, at least in part, to the non-response to ICI immunotherapy in these non-responsive cancers [4,5,6,7,8]. ICI immunotherapy acts through blocking immune suppression to activate CTLs. The activated CTLs then suppress tumors by killing the tumor cells using various effector mechanisms, including the Fas-FasL and the granzyme B and perforin pathways. Therefore, in addition to the activation and effector function of tumor-specific CTLs, the target tumor cells must also be sensitive to the induction of cell death [9]. Resistance to cell death is a hallmark of human cancer [10,11,12,13,14]. This dysregulation of the cell death pathway is regulated by various mechanisms in tumor cells [14,15,16,17,18]. Elucidating the molecular mechanisms underlying tumor cell death pathway dysregulation and developing mechanism-based therapies to sensitize tumor cell to death induction are, therefore, potentially effective approaches to enhance cancer immunotherapy efficacy.

Ferroptosis is a recently discovered lipid reactive oxygen species (ROS) and iron-dependent regulated cell death pathway [19,20]. It was first discovered from the phenomenon that a compound eradicator of RAS and ST-expressing cells (erastin) can selectively induce RAS-expressing tumor cell death in a manner that is different from apoptosis and other known cell death pathways [19,21]. Erastin inhibits the amino acid antiporter Xc- that is highly present in the phospholipid bilayers of mammalian cells. System Xc- is a heterodimer and consists of the solute carrier family 7 member 11 (SLC7A11) and solute carrier family 3 member 2 (SLC3A2) subunits. The main function of system Xc- is to mediate changes of cystine and glutamate in and out of a cell. The cystine, once taken into the cell, is reduced to cysteine for the synthesis of glutathione (GSH). GSH then reduces ROS through the activity of glutathione peroxidases (GPX4) [22]. Erastin inhibits system Xc- to cause decreased GSH levels and decreased GPX4 activity, leading to lipid ROS accumulation and ferroptosis [22]. GPX4 converts GSH into oxidized glutathione (GSSG) and reduces the cytotoxic lipid peroxides (L-OOH) to alcohols (L-OH) [19]. Inhibition of GPX4 activity leads to the accumulation of lipid peroxides, resulting in ferroptosis [22]. Ras Selective Lethal-3 (RSL3) is another ferroptosis inducer that directly binds to GPX4 to inhibit its activity, resulting in ROS accumulation and ferroptosis [23,24]. It was also recently determined that CTLs secrete IFNγ to activate the STAT1-IRF1 axis, in order to repress the expression of SLC7A11 and SLC3A2 to induce the extrinsic ferroptosis pathway in tumor cells [25]. Therefore, in addition to the Fas-FasL and granzyme B-perforin pathways, ferroptosis is another CTL-mediated cell death pathway that may also contributes to the CTL effector function in ICI immunotherapy [25]. p53 is a key regulator of ferroptosis and can either promote or suppress ferroptosis by cellular context-dependent mechanisms [26,27,28,29,30,31,32,33]. How p53 is regulated in the ferroptosis pathway is currently incompletely understood.

Interferon regulatory factor 8 (IRF8), formerly termed interferon consensus sequence-binding protein (ICSBP), was originally identified as an essential lineage-specific transcription factor for myeloid cell differentiation [34]. The function of IRF8 has since been extended to the regulation of myeloid, B, and T cells [35,36,37,38,39,40,41,42]. Furthermore, it has also been expanded to include non-hematopoietic cells [36,43,44,45,46,47,48,49,50,51]. IRF8 functions as a tumor suppressor [48,50,52,53], its function, at least in part, depending on its function in the regulation of tumor cell apoptosis [51,54,55]. However, whether IRF8 regulates other cell death pathways in tumor cells is unknown. Here, we report that IRF8 functions as a ferroptosis regulator that represses p53 expression to maintain tumor cell sensitivity to intrinsic ferroptosis induction by tumor-specific CTLs. The IRF8-p53 axis thus represents a previously uncharacterized ferroptosis pathway in tumor cells.

## 2. Materials and Methods

### 2.1. Mice and Tumor Cell Line

IRF8 knock-out (KO) mice were created as described previously and were provided by Dr. Keiko Ozato (National Institutes of Health, Bethesda, MD, USA). The IRF8 KO mouse colony is maintained in the Augusta University laboratory animal facility. All IRF8 KO mice were genotyped as previously described [34]. C57BL/6 and BALB/c mice were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). All studies with mice were approved by Augusta University Institute Animal Care and Use Committee (protocol # 2008-0162). Murine colon tumor cell line CT26 was obtained from American Type Culture Collection (ATCC, Manassas, VA, USA). ATCC authenticates cell lines by morphology, immunology, DNA fingerprint, and cytogenetics. The CMS4 cell line was provided by Dr. A. DeLeo (University of Pittsburgh, Pittsburgh, PA) [56]. All cell lines were tested bi-monthly for mycoplasma and were mycoplasma-free at the time of the experiments.

### 2.2. Generation of IRF8.KO Tumor Cell Lines

WT and IRF8 KO mice were subcutaneously injected with methylcholanthrene (MCA, Sigma-Aldrich, St Louis, MO, USA) at 100 µg in 100 µL of peanut oil per mouse, as previously described [57]. Tumors were dissected from the mice approximately 3 months later and digested with collagenase solution [Collagenase, Sigma-Aldrich cat#C0130: 1 mg/mL, Hyaluronidase, Sigma-Aldrich, Cat#H3506: 0.1 mg/mL, and DNase I: 30 U/mL). The tumor cell mixture was then cultured for at least 10 passages to establish stable tumor cell lines, as previously described [58]. Two WT (MC654 and MC659) and two IRF8 KO tumor cell lines (MC010 and MC011) were created. We then isolated genomic DNA from these four tumor cell lines and performed PCR-based genotyping using the IRF8 KO mouse genotyping procedures [34]. The PCR primers are: Forward: 5′-CATGGCACTGGCCAGATGTCTTCC-3′, WT reverse: 5′-CTTCCAGGGGATACGGAACATGGTC-3′, and KO reverse: 5′-CGAAGGAGCAAAGCTGCTATTGGCC-3′.

### 2.3. Generation of p53 KO Tumor Cell Lines

p53 KO tumor cell lines were created using the pLentiCRISPR V2 system [59] and the procedures as described [7]. Briefly, HEK293FT cells were transfected with pCMV-VSV-G (Addgene Cat #8454), psPAX2 (Addgene, Cat#12260), and lentiCRISPRv2 (Genscript, Piscataway, NJ, USA) plasmids containing scramble (GGAAGACTTAGTCGAATGAT), two *Trp53*-specific (sgRNA1: AGTGAAGCCCTCCGAGTGTC; sgRNA2: AACAGATCGTCCATGCAGTG) sgRNA-encoding sequences, respectively, using lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA). After 72 h, culture supernatant/lentiviral particles were harvested and used to transduce MC010 and MC011 cells. The tumor cells were cultured for 24 h and selected by adding puromycin to the culture medium. Cell phenotype was confirmed using a Western blot analysis.

### 2.4. Histology and Immunohistochemical Analysis

Cell blocks were prepared by centrifugation. The cell blocks and tumor tissues were fixed in 10% formalin, paraffin-embedded, sectioned and stained with hematoxylin and eosin at the Electron Microscopy and Histology core facility in Augusta University. The tissue sections were then stained with anti-mouse Ki67 antibody (Abcam, Cat# ab15580) at the Georgia Research Pathology Core Lab. The cell blocks were also stained with anti-vimentin (Santa Cruz, Cat#sc-6260) at the Electron Microscopy and Histology Core Facility. IHCs were performed, according to the previously described procedures [60].

### 2.5. RNA Sequencing Analysis

Total RNA was purified from the tumor cells using the Direct-zol RNA Microprep Kit, according to the manufacturer’s instructions (Zymo Research, Irvine, CA, USA). RNA sequencing was performed by MedGenome Inc. (Foster City, CA, USA). Reference genome (mm10) and gene model annotation files from Ensembl were used for aligning reads using STARv2.5. The reads were quantified using HTSeqv0.6.1. A differential gene expression analysis was performed using DESeq2 v1.36. Ranked-log2 fold changes from the DESeq2 analysis were used as inputs for the analysis [61]. GO pathway enrichment was performed with clusterProfiler V4.0. A heatmap was generated using ComplexHeatmap v2.12.0. A ferroptosis pathway map was generated in Pathview v1.36 based on KEGG collections of the mouse ferroptosis pathway gene set. The entire dataset is deposited in GEO (accession # GSE213856). 

### 2.6. Ferroptosis Induction and Quantification

The tumor cells were cultured in a 24-well plate at 1 × 10^5^ cells/well in 1 mL of RPMI medium plus 10% FBS. The cells were then treated with Erastin (SelleckChem, Houston, TX, USA) and RSL3 (R&D Systems, Minneapolis, MN, USA), respectively, for approximately 24 h. Both floating and adherent cells were collected, stained with propidium iodide (PI, Sigma-Aldrich, 0.5 μg/100 μL), and analyzed with a FACSCaliber flow cytometer (BD Biosciences, San Diego, CA, USA). Cell death was quantified as the percentage of PI+ cells using the FlowJo software.

### 2.7. Tumor Cell and Tumor-Specific CTL Co-Culture

2/20 CTLs were maintained by weekly stimulation with AH1 peptide and irradiated spleen cells as feeder cells, as previously described [62]. The tumor cells were seeded 1 × 10^5^/well into a 96-well U-bottom plate. 2/20 CTLs were purified using lymphocyte separation medium (Corning, NY, USA) added at a 2:1 (tumor:effector) ratio and cultured overnight. Ferrostatin-1 (Sigma-Aldrich, 10 μM) or solvent was added to each well. Both floating and adherent cells were harvested, stained with CD3-specific monoclonal antibody (BioLegend, San Diego, CA, USA) and PI, and analyzed with the FACSCalibur flow cytometer. CD3^−^ tumor cells were gated for PI^+^ cells. 

### 2.8. Flow Cytometry

Tumor tissues were digested with collagenase solution. The digested tumor cells were stained with Zombie UV (BioLegend) followed by surface antibodies, including IgG-FITC and CD3-APC (BioLegend), and analyzed on a LSRFortessa flow cytometer with BD Diva 8.01 (BD Biosciences). The cultured tumor cells were analyzed on a FACSCalibur with CellQuest Pro (BD Biosciences). All flow cytometry data were analyzed with FlowJo v10.6.0 (BD Biosciences).

### 2.9. Lipid ROS Analysis

The tumor cells were cultured overnight at 1.5 × 10^5^ cells/well in 24 well plates. After this, they were treated for 1 h with 3µM of RSL-3 or equivalent volume vehicle (DMSO), and then stained with Image-IT BODIPY-C11 (Invitrogen) for 30 min at 37 °C. Floating and adherent cells were harvested and flow cytometry was run immediately using a FACSCalibur. Lipid ROS was determined by the ratio of the mean fluorescent intensity in FL1 (530/30) divided by the mean fluorescent intensity in FL2 (585/42).

### 2.10. GSH Measurement

The cells were seeded at 10,000 cells/well in a 96-well plate overnight. They were then treated with 3 µM of RSL-3 or equivalent volume vehicle (DMSO) for 30 min. The GSH was measured using the GSH-Glo Kit (Promega), according to the manufacturer’s instructions. Luminescence was determined using a Cytation5 plate reader (Biotek).

### 2.11. Cationic Lipid Nanoparticle

Cationic lipid DOTAP(N-[1-(2,3-Dioleoyloxy)propyl]-N,N,N-trimethylammonium methyl-sulfate)-Cholesterol (1:1 molar ratio) was manufactured at T&T Scientific Corp (Knoxville, TN, USA). Codon usage-optimized mouse IRF8-encoding DNA was designed and synthesized in Genscript Inc (Piscataway, NJ, USA) (Figure S1). The synthesized IRF8 DNA was cloned to the non-immunogenic nanoplasmid NTC9385R in Nature Technology Corp (Lincoln, NE, USA) to generate codon usage-optimized mouse IRF8 expressing plasmid (NTC9385R-mIRF8). Large-scale NTC9385R-mIRF8 plasmid production was carried out by fermentation in Nature Technology. To formulate lipid nanoparticle-encapsulated DNA, DOTAP-Chol and NTC9385R-mIRF8 were diluted in 5% Dextrose (Cat # 76313-652, VWR International), respectively. The diluted DOTAP-Cholesterol (10 mM) and NTC9385R-mIRF8 plasmid DNA (0.5 mg/mL) were then mixed in a 1:1 ratio and incubated at room temperature for 30 min to produce lipid nanoparticle-encapsulated NTC9385R-mIRF8 plasmid DNA (mIRF8-LNP).

### 2.12. mIRF8-LNP Therapy

CT26 cells (2 × 10^5^ cells/mouse) were subcutaneously injected into BALB/c mice. The tumor-bearing mice were treated with Vector-LNP and the mIRF8-LNP, respectively. They were injected with 100 μL of nanoparticle each time via intravenous injection. 

### 2.13. Western Blotting Analysis

The cells were lysed in total lysis buffer (20 mM of HEPES, pH 7.4, 20 mM of NaCl, 10% glycerol, 1% TritonX100, Proteinase inhibitor cocktails) for 60 min on ice, then centrifuged to removed debris. Cell lysates were separated in a 4–20% gradient denature SDS-polyacrylamide gel (Biorad, Hercules, CA, USA). Membrane was blocked for 1 h at room temperature in 5% milk in PBST, then incubated with primary antibodies (anti-p53: Cell Signaling Tech cat# 2524; anti-GPX4: Cell Signaling Tech Cat#52455) overnight at 4 °C, followed by 2nd antibody and detection using the ECL system, as previously described [28]. The membranes were stripped and re-probed with anti-β-actin antibody (Sigma-Aldrich, Cat# 9026). The original Western blots are presented in the supplemental material (Figure S2). 

### 2.14. Single-Cell RNA Sequencing Dataset Analysis

Single-cell RNA sequencing datasets of human melanoma patients were extracted from the GEO database (GSE115978) [63]. The cells were annotated according to dataset designation and subdivided by cell type and pre-/post nivolumab immunotherapy using OmniBrowser.

### 2.15. Statistical Analysis

All statistical analysis was performed using Graphpad Prism 9 (San Diego, CA, USA). The *p* value was determined using a two-tailed Student’s t-test.

## 3. Results

### 3.1. Generation and Characterization of IRF8 KO Tumor Cell Lines

To establish IRF8-deficent tumor cells lines, we treated IRF8 knock-out mice and wild-type (WT) C57BL/6 mice with the carcinogen methylcholanthrene (MCA). Tumors from WT and IRF8.KO mice were resected and digested with collagenase solution to form a single cell suspension. The single cells were cultured to establish stable tumor cell lines. Two WT (MC654 and MC659) and two IRF8.KO (MC010 and MC011) cell lines were established as stable tumor cell lines. Genotyping validated that MC654 and MC659 are IRF8 WT cell lines and MC010 and MC011 are IRF8 KO cell lines (Figure 1A). An analysis of the tumor cell lines by a board-certified pathologist determined that all cell lines are undifferentiated high-grade fibrosarcoma (Figure 1B). An analysis of the tumor cells for proliferation determined that these tumor cell lines are highly proliferating cells (Figure 1C). We also stained for vimentin, a marker of mesenchymal cells or cells that have undergone mesenchymal transition [64]. As expected, although the tumor cells are heterogenous in vimentin level, almost all cells express vimentin protein (Figure 1D).

### 3.2. IRF8 Deficiency Leads to Dysregulated Expression of Genes in the Ferroptosis Pathway

IRF8 is a transcription factor [65]. To determine IRF8-regulated genes in the tumor cells, RNA was isolated from the cultured tumor cells in vitro and analyzed using RNA-Seq. Two pairs of WT and IRF8 KO cells were used. 

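The RNA sequencing data comprised 8 libraries from 4 cell lines, each established from a tumor that methylcholanthrene, a chemical carcinogen, had induced in a mouse. Lines MC010 and MC011 carry the label IRF8 KO and lines MC654 and MC659 the label WT, with 2 libraries per line, so that 4 libraries stand against 4 but only 2 lines against 2. The authors aligned the reads to the mouse genome (mm10) with STAR, counted them on genes with HTSeq, and deposited the raw count of each gene in each library beside counts scaled by DESeq2's size factors and the results of their own comparison. The raw counts were used here. The libraries of MC010 held 116206078 and 74063616 counts, those of MC011 94434078 and 77565006, those of MC654 84534082 and 85113262, and those of MC659 88327110 and 90275160. The median was 85999542 counts per library labelled IRF8 KO and 86720186 per library labelled WT. Of the 18768 genes in the table, 15153 passed edgeR's filter on low counts. Their counts were normalized for library size by edgeR's TMM method, given as CPM (counts scaled to a common library size), and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. No gene of chromosome X or Y was analysed here.
The targeted gene, Irf8 (ENSMUSG00000041515, chromosome 8 of mm10, 120736358 to 120756694), had 442 and 347 counts in the libraries of MC010, 32 and 10 in those of MC011, 1 and 2 in those of MC654, and 1 and 0 in those of MC659. Its RNA thus went against the labels, and the lines are called by their labels for that reason. A count of 3 was taken as the floor of a library. Irf8 was at or under it in all 4 libraries labelled WT, and against that floor its level was at least 119-fold higher in MC010 and at least 6.38-fold higher in MC011. The difference had an adjusted p of 0.00570 from edgeR, and of 0.0750 with MC654 left out and 0.0897 with MC659 left out. The counts are totals for the whole gene and do not tell which exons the reads came from. Across genes, the log2 CPM of the 2 libraries of one line correlated with a Pearson's r of 0.994 in all 4 lines, those of MC654 with MC659 between 0.989 and 0.990, those of MC010 with MC011 between 0.941 and 0.944, and those of lines with different labels between 0.912 and 0.929. Genes are not independent replicates.

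**Figure D1:**
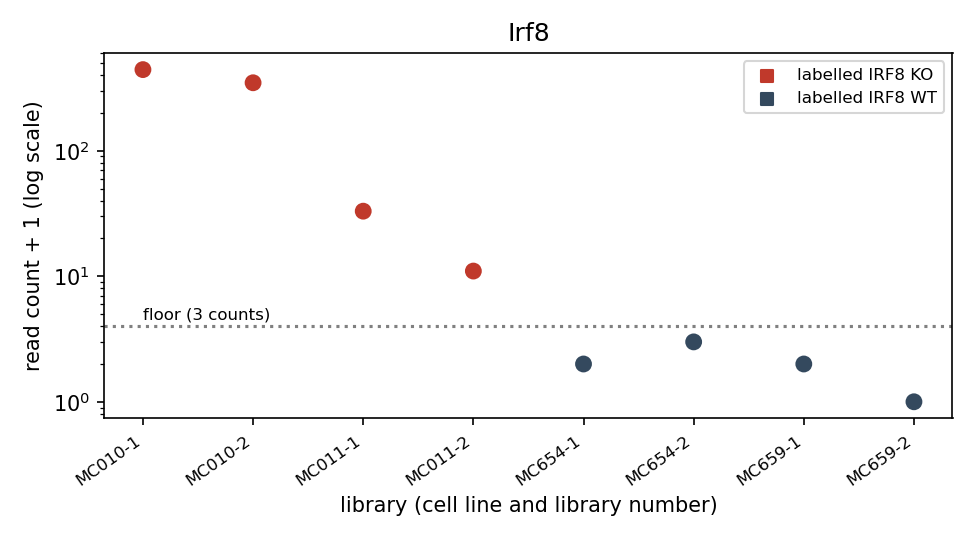
Read counts of Irf8 in each of the 8 libraries, plotted as count + 1 on a log axis, with the floor of 3 counts as a dotted line. The 4 libraries labelled IRF8 KO lie between 10 and 442 counts and the 4 labelled WT between 0 and 2.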

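The thresholds were those of Figure 2C,D, an adjusted p-value under 0.05 and a log2 fold change above 0.59 in size. At these, 2083 genes were higher and 1321 lower in the libraries labelled IRF8 KO. The direction follows the labels, which Irf8 RNA goes against. Of these 3404 genes, 3385 changed in the same direction in all 4 comparisons of a line labelled IRF8 KO with a WT line. The genes were called on the same libraries, and a call favours genes whose lines of one label lie close. That number is therefore not independent evidence. The lines of one label also differed from each other. MC010 and MC011 differed in 4793 genes at the same thresholds, and MC654 and MC659 in 750. The alternative that moved the counts most added the 2 libraries of each line together, which leaves 2 lines against 2. Then 0 genes passed the thresholds, and 3658 genes had an unadjusted p-value under 0.05. With each line left out in turn, from 1185 to 3159 genes were higher and from 699 to 2668 lower, the smallest numbers with MC659 left out and the largest with MC011 left out.
The gene set that the study tested is not listed in the paper's text, so the 34 genes drawn on the Figure 2B map took its place. Of these, 28 were in the table and were tested. In a preranked gene set enrichment on log2 fold changes with 10000 gene permutations, two-sided, their normalized enrichment score was 1.11 with a permutation p of 0.342. Ranked by signal-to-noise in place of the log2 fold change, the set gave a permutation p of 0.332. Under fry, which tests whether the set changes without setting it against other genes, the p was 0.000556 toward higher expression. That test counts the 2 libraries of each line as independent. The median log2 fold change of the set against WT was 0.139 in MC010 and -0.00142 in MC011.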

An analysis of differentially expressed genes between these two pairs of WT and IRF8 KO cell lines identified the ferroptosis pathway as one of the enriched pathways (Figure 2A,B). The expression of a set of ferroptosis regulatory genes was regulated by IRF8 (Figure 2C,D). p53 is a known ferroptosis regulator with both promoting and suppressive functions in ferroptosis, depending on the cellular context [66]. 

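Of the 21 genes labelled in Figure 2D, 20 were in the table and 19 passed the filter on low counts. Sat1 was not analysed here, and Dpp4, with at most 33 counts in any library, fell below the filter. Of the 19, 12 passed both thresholds. Cp, Trp53, Acsl6, Acsl1, Gclm, Slc39a8, Map1lc3a and Mt1 were higher in the libraries labelled IRF8 KO, and Gss, Acsl3, Sat2 and Hmox1 were lower, where Irf8 RNA itself goes against those labels. With each library left out in turn, the adjusted p stayed under 0.05 in only 2 of 8 fits for Acsl6 (highest 0.101), 2 for Acsl3 (0.0899) and 3 for Slc39a8 (0.0781), and in all 8 for the other 9. With MC654 left out 6 passed, and with MC659 left out 7. Adjusted over the list alone, 14 passed, though the study chose these labels on the same libraries, so that count is not independent evidence. Ceruloplasmin (Cp, chromosome 3 of mm10, 19957054 to 20009145) had 75.6 ± 9.46 CPM (SD, n = 4 libraries of 2 lines) in the libraries labelled IRF8 KO and 5.63 ± 1.20 CPM (SD, n = 4) in those labelled WT, a log2 fold change of 3.75 (standard error 0.18, adjusted p = 7.8e-06 from edgeR's quasi-likelihood test). Acsl1 (chromosome 8, 46471037 to 46536051) had 33.3 ± 1.31 CPM (SD, n = 4) against 12.5 ± 0.917 CPM (SD, n = 4), with 33.8 CPM in MC010 and 32.8 CPM in MC011, a difference not past the threshold (adjusted p = 0.630 from edgeR, one group per line). Its log2 fold change was 1.42 (standard error 0.08, adjusted p = 1.08e-05 from the same edgeR test).
Among the labelled genes with adjusted p-values above 0.05 were Gclc (0.0700), Slc40a1 (0.181), Ptgs2 (0.201), 1300017J02Rik (0.248) and Cbs (0.261), all from edgeR. Several labelled genes differed between the lines labelled IRF8 KO. The log2 difference of MC010 from MC011, in the edgeR fit with one group per line, was 2.31 for Ptgs2, 1.80 for Acsl6, 1.29 for Gclc and 3.10 for Slc40a1. Acsl6 had an adjusted p of 0.0372 with all libraries and of 0.208 with MC010 left out, when its log2 fold change was 0.35. From the differential expression of the labelled genes, the paper states that IRF8 regulates a set of ferroptosis regulatory genes.

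**Figure D2:**
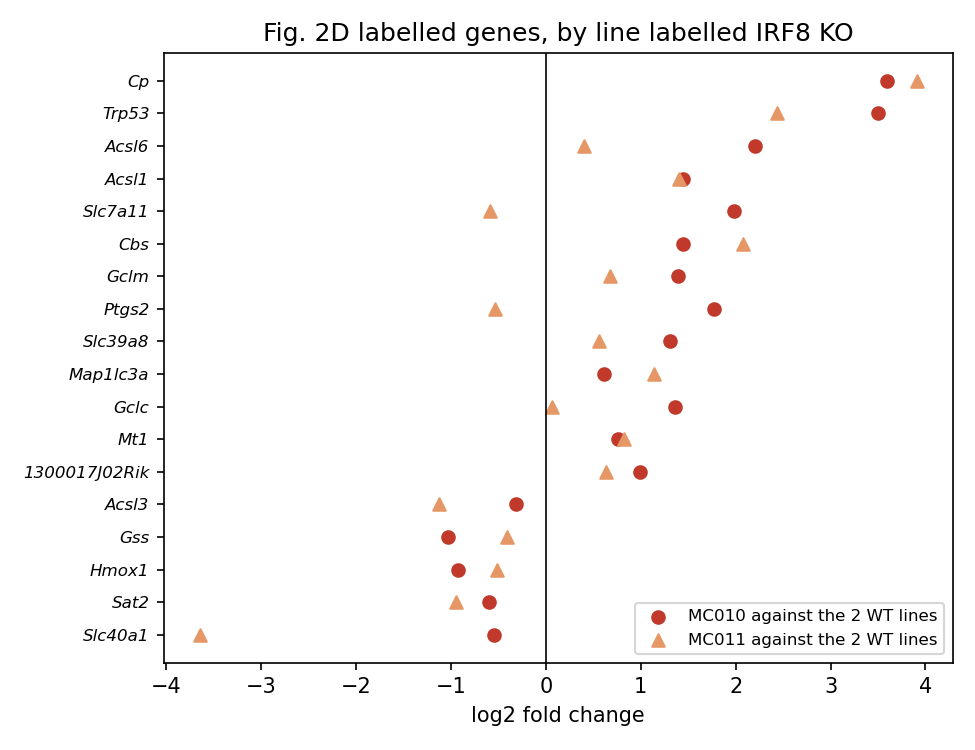
Log2 fold change of tested Figure 2D genes in MC010 (circles) and in MC011 (triangles), each against the mean of the 2 WT lines, with the genes in the order of the log2 fold change over all libraries. Acsl1 lies at nearly one place for both lines, while Slc7a11 and Ptgs2 lie on opposite sides of 0.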

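Trp53, the gene for p53 (ENSMUSG00000059552, chromosome 11 of mm10, 69580359 to 69591873, with no annotated gene overlapping it), had 351.9 and 336.6 CPM in the libraries of MC010 and 169.1 and 160.9 CPM in those of MC011, against 31.9 and 30.7 CPM in MC654 and 30.5 and 29.1 CPM in MC659. Over the libraries labelled IRF8 KO this was 254.6 ± 104 CPM (SD, n = 4 libraries of 2 lines), and over those labelled WT 30.5 ± 1.15 CPM (SD, n = 4). The log2 fold change was 3.06 (standard error 0.29, adjusted p = 0.000164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every library labelled IRF8 KO was above every library labelled WT (exact permutation test over libraries, two-sided, p = 0.0286, the smallest that 4 against 4 allow). Taken by line, 2 against 2 cannot give an exact p below 0.333. With the counts of each line added together, the log2 fold change was 3.07 and the adjusted p 0.0878, above 0.05. The level in MC010 exceeded that in MC011 by 1.06 on the log2 scale, more than the spread between libraries of one line (adjusted p = 3.78e-11 from edgeR, one group per line). The direction follows the labels, which the Irf8 counts go against.

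**Figure D3:**
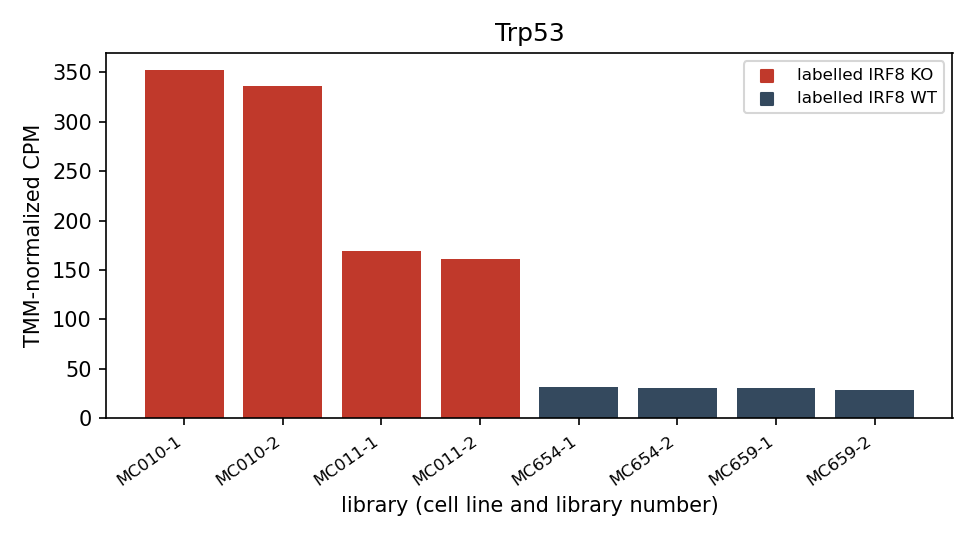
TMM-normalized CPM of Trp53 in each library, one bar per library. The libraries of MC010 and MC011 reach 351.9 and 169.1 CPM, and no library labelled WT exceeds 31.9 CPM.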

We observed that knocking out IRF8 increased p53 expression level in tumor cells (Figure 2C,D). A Western blotting analysis validated that the p53 protein level is increased in IRF8.KO tumor cell lines E and Figure S2).

### 3.3. IRF8 Regulates Intrinsic Ferroptosis through Repressing p53 Expression

We next sought to determine whether IRF8 regulates ferroptosis. We used erastin and RSL3 as ferroptosis inducers [19,21,67]. Erastin inhibits system Xc-, thereby preventing the cellular import of cysteine, to induce extrinsic ferroptosis [68], and RSL3 is a GPX4-specific inhibitor that induces intrinsic ferroptosis [23]. The WT and IRF8.KO tumor cells were treated with erastin and RSL3, respectively, and analyzed for cell death. Both the WT and IRF8.KO tumor cells were not sensitive to erastin (Figure 3A,B). The WT tumor cells were sensitive to the RSL3 induction of cell death. However, knocking out IRF8 significantly decreased the tumor cell sensitivity to ferroptosis induction by RSL3 (Figure 3A,B). This finding indicates that IRF8 regulates intrinsic ferroptosis.

P53 has been shown to either promote or suppress ferroptosis [27,31,32]. P53 is upregulated in IRF8 KO tumor cells and is undetectable in the WT tumor cells (Figure 2E). To determine whether IRF8 regulates ferroptosis through p53, we knocked out Trp53 in the IRF8.KO tumor cell lines (Figure 3C and Figure S2) and analyzed tumor cell sensitivity to ferroptosis induction. Knocking out Trp53 significantly increased IRF8.KO tumor cell sensitivity to ferroptosis induction by RSL3 in both IRF8.KO tumor cell lines in vitro (Figure 3D,E). These findings indicate that p53 functions as a ferroptosis suppressor and IRF8 represses p53 to maintain tumor cell sensitivity to intrinsic ferroptosis.

GPX4 converts GSH to GSSG and RSL3 is a GPX4-selective inhibitor that binds to GPX4 to inhibit its enzymatic activity [19]. The Western blotting analysis revealed that RSL3 does not significantly change the GPX4 protein level in the tumor cells (Figure S3). However, an analysis of the GSH levels revealed that RSL3 treatment did not cause a significant accumulation of GSH in the tumor cells (Figure S4A). Since lipid ROS production is suppressed by GPX4, we observed, as expected, that RSL3 treatment significantly increased the lipid ROS level in the tumor cells. Consistent with sensitivity to ferroptosis induction by RSL3, the WT tumor cell lines exhibit a higher lipid ROS level than the IRF8 KO tumor cell lines (Figure S4B). 

### 3.4. IRF8 Controls Tumor Cell Sensitivity to Tumor-Specific CTL-Induced Ferroptosis

CTLs kill tumor cells through inducing tumor cell ferroptosis in ICI immunotherapy [25]. To determine whether tumor cell-expressed IRF8 regulates CTL-induced ferroptosis, we used the tumor cell line CMS4 and the CMS4 tumor cell-specific 2/20 CTL line. The 2/20 CTL line is a H2Ld-restricted CTL line that recognizes the AH1 peptide of a viral protein gp70 that is expressed in CMS4 tumor cells [62]. We then used the CMS4 tumor cell lines stably expressing an IRF8 dominant-negative mutant (CMS4.K79E). The IRF8K79E mutant was functionally characterized previously and determined to function as a dominant-negative mutant [55,69]. As expected, loss of IRF8 function in the CMS4.K79E cell line significantly decreased tumor cell sensitivity to RSL3-induced cell death (Figure 4A). To determine whether CTLs kill tumor cells through inducing tumor cell ferroptosis, the tumor cells and 2/20 CTLs were then co-cultured in vitro and analyzed for tumor cell death. The CD3^−^ tumor cells were gated (Figure 4C) and quantified for cell death (Figure 4D). IRF8 mutant CMS4.K79E cells exhibited decreased sensitivity to 2/20 CTL-induced cell killing as compared to the vector control cells (Figure 4D), indicating that IRF8 regulates 2/20 CTL-induced tumor cell death. To determine whether this IRF8-regulated and CTL-induced target tumor cell death is through ferroptosis, ferroptosis inhibitor ferrostatin-1 was added to the tumor cell-2/20 CTL co-culture. Again, the CD3^−^ tumor cells were gated (Figure 4C) and quantified for cell death (Figure 4D). The inhibition of ferroptosis significantly decreased CTL-induced control tumor cell death, but not mutant IRF8-expressing CMS4.K79E tumor cell death (Figure 4D). Taken together, our observations indicate that IRF8 regulates target tumor cell sensitivity to ferroptosis induction by tumor-specific CTLs.

### 3.5. Loss of IRF8 Expression Results in Increased Tumor Growth In Vivo

To determine whether the above findings can be translated to tumor growth control in vivo, WT and IRF8.KO tumor cells were injected into immune-competent syngeneic mice, and tumor growth was monitored. At the tumor cell dose analyzed, the WT MC654 tumors grew initially and then disappeared. In contrast, the MC011 IRF8.KO tumor grew constantly and rapidly in the immune-competent mice (Figure 5).

### 3.6. IRF8-Encoding Plasmid DNA Nanoparticle Therapy Suppresses Tumor Growth In Vitro

The above findings determined that IRF8 represses p53 to maintain tumor cell sensitivity to ferroptosis, and the loss of IRF8 expression or function decreases tumor cell sensitivity to CTL-induced ferroptosis and promotes tumor growth in vivo. IRF8 is often silenced in tumor cells by DNA hypermethylation at its promoter [51,55,70,71]. CT26 is a tumor cell line with silenced IRF8 expression [55]. We therefore hypothesized that restoring IRF8 expression to tumor cells should sensitize the tumor cell to ferroptosis to suppress tumor growth in vivo. To test this hypothesis, we made use of an IRF8-encoding plasmid nanoparticle. We first synthesized codon usage-optimized IRF8-coding DNA (Figure 6A and Figure S1) and cloned this DNA to the non-immunogenic nanoplasmid NTC9385R [72] to generate NTC9385R-mIRF8 plasmid. DOTAP-cholesterol is a cationic lipid nanoparticle that has been shown to selectively deliver DNA to tumors [13,73,74,75]. We encapsulated NTC9385R-mIRF8 to DOTAP-Cholesterol to formulate a DNA nanoparticle (Figure 6A) and treated CT26 tumor-bearing mice with this DNA nanoparticle (Figure 6B). NTC9385R-mIRF8 plasmid DNA nanoparticle therapy suppressed the established tumor growth (Figure 6C). At the endpoint, we used the viability stain Zombie UV to assess the viability of the tumor cells, and found a significantly lower viability in the treatment group in vivo (Figure 6D). These findings indicate that restoring IRF8 expression via a lipid nanoparticle therapy is effective in the suppression of tumor growth in vivo by causing increased tumor cell death.

### 3.7. IRF8 Expression Level in Tumor Cells Correlates Patient Response to ICI Immunotherapy

To determine the translational significance, we analyzed human melanoma scRNA-seq datasets from responder and non-responder patients at the single cell level. As expected, IRF8 is highly expressed in immune cells (Figure 7A). IRF8 is also expressed in tumor cells (Figure 7A,B). A comparison of IRF8 expression level in tumor cells between patients who responded to nivolumab and patients who did not determined that the IRF8 expression level is significantly higher in the responders than in the non-responders (Figure 7C). These findings indicate that tumor cell IRF8 expression positively correlates with melanoma patient response to ICI immunotherapy. 

## 4. Discussion

Previous studies have identified ferroptosis as a CTL-induced tumor cell death pathway [25]. In this cell death pathway, activated CTLs secrete IFNγ to activate STAT1. STAT1 then upregulates IRF1 to repress the expression of SLC7A11 and SLC3A2, the two subunits of the glutamate-cystine antiporter system xc-, to limit tumor cell cystine uptake, resulting in tumor cell lipid peroxidation and death [25]. IRF1 thus bridges CTLs to ferroptosis. In this study, we identified IRF8 as a ferroptosis regulator in tumor cells. Like IRF1, IRF8 is a member of the IRF transcription factor family. However, unlike IRF1, IRF8 deletion did not change the expression of SLC3A2 or SLC7A11 in tumor cells. Instead, IRF8 represses p53 expression to regulate the intrinsic ferroptosis. 

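In the RNA of the lines, Slc3a2 (chromosome 19 of mm10, 8706882 to 8723369) had 159.0 ± 21.9 CPM (SD, n = 4 libraries of 2 lines) in the libraries labelled IRF8 KO and 218.8 ± 10.1 CPM (SD, n = 4) in those labelled WT. Its log2 fold change was -0.46 (standard error 0.10, adjusted p = 0.00792 from edgeR's quasi-likelihood test), past the adjusted p threshold and short of the fold threshold of 0.59. With MC654 left out its adjusted p was 0.0507, and with MC659 left out 0.102. All 4 libraries labelled IRF8 KO were below all 4 labelled WT, with the labels at odds with Irf8 RNA. Slc7a11 (chromosome 3, 49892526 to 50443614) had 74.7 ± 61.6 CPM (SD, n = 4) against 32.4 ± 3.44 CPM (SD, n = 4), a log2 fold change of 1.20 (standard error 0.62, adjusted p = 0.165 from edgeR), which was not significant. The lines labelled IRF8 KO lay on opposite sides of WT. MC010 had 127.9 CPM, a log2 fold change of 1.99 against the WT lines, and MC011 had 21.4 CPM, a log2 fold change of -0.59. The difference between those lines was 2.58 on the log2 scale (adjusted p = 3.28e-14 from edgeR, one group per line). With MC010 left out, the libraries labelled IRF8 KO are the 2 of MC011, and Slc7a11 was lower in them (adjusted p = 0.000426 from edgeR). That p rests on the spread between libraries and concerns MC011 rather than the label. Slc7a11 overlaps a gene on the other strand, Gm37854, that had a mean of 0.217 CPM in the libraries labelled IRF8 KO. Gpx4, the target of RSL3 (chromosome 10, 80047166 to 80056439), had 185.6 ± 3.27 CPM (SD, n = 4) against 185.6 ± 9.18 CPM (SD, n = 4), with an adjusted p of 0.9995 from edgeR.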

We therefore identified IRF8 as a previously uncharacterized ferroptosis regulator in tumor cells and determined that IRF8 represses p53 expression to maintain tumor cell sensitivity to CTL lyric activity. Like IRF1, IRF8 is also inducible by IFNγ [76]. It is, therefore, likely that IRF8 is upregulated in tumor cells by activated CTLs in the tumor microenvironment. However, the function of the CTL-IFNγ-activated IRF8 pathway in tumor cell ferroptosis requires further study.

p53 has dual and opposite functions in ferroptosis and its function in regulating ferroptosis is apparently cellular context-dependent [26,27,28,29,30,31,32,33]. It has been shown that p53 represses SLC7A11 to induce extrinsic ferroptosis, which releases arachidonate 12-Lipoxygenase, 12S type (ALOX12) from SLC7A11 inhibition [27]. However, an apparently contradictory role for p53 in ferroptosis has also been found. The stabilization of p53 leads to the expression of CDKN1A/p21, which can delay the onset of ferroptosis in the setting of cystine deprivation [32]. A high expression of p53 increases ferroptosis in multiple models and p21 suppresses ferroptosis [32]. p53 is also capable of suppressing the extrinsic ferroptosis pathway by blocking DPP4 activity [31]. In this study, we observed that p53 functions as a ferroptosis suppressor and IRF8 represses p53 expression to maintain tumor cell sensitivity to ferroptosis induction. As RSL3 directly inhibits GPX4 activity, and we observed that p53 suppresses RSL3-induced ferroptosis, our data thus indicate that p53 blocks the RSL3 inhibition of GPX4. We observed that increased p53 expression does not change tumor cell sensitivity to extrinsic ferroptosis induction by erastin, a selective inhibitor of system Xc^−^ [67]. Therefore, our data indicate that p53 regulates the intrinsic ferroptosis pathway. We also determined that RSL3 treatment significantly increases the lipid ROS level but does not decrease the GSH level. As RSL3 directly binds to GPX4 to inhibit its enzymatic activity [19], our findings thus indicate that the IRF8-p53 axis acts on targets between GPX4 and lipid ROS. The molecular targets of the IRF8-p53 axis remain to be determined and require further studies.

The function of IFN-regulated genes is essential for human cancer patient response to ICI immunotherapy [77]. IRF8 is an IFNγ-regulated gene [76]. A low level of IRF8 expression in tumors is associated with poor prognosis in human hepatocellular carcinoma (HCC), and gene set enrichment analysis identified the IFNγ and PD-1 signaling signatures as the top suppressed pathways in patients with IRF8-low HCC [52]. High IRF8 expression in tumor cells is correlated with a better response to immunotherapy and chemotherapy in human breast cancer [53]. In this study, we observed that IRF8 expression level is significantly higher in tumor cells at the single cell level in responders than in non-responders in response to nivolumab immunotherapy in human melanoma patients. Consistent with this phenomenon, lipid nanoparticle-mediated IRF8-encoding plasmid DNA therapy significantly increased tumor cell death and suppressed established tumor growth. It is possible that the IRF8-p53 ferroptosis pathway contributes, at least in part, to tumor cell destruction by the activated host CTLs. Therefore, IRF8-encoding plasmid DNA lipid nanoparticle therapy is a potentially effective approach to increase IRF8 expression in the target tumor cells to convert ICI immunotherapy non-responders to responders, which warrants further study.

## Figures and Tables

**Figure 1:**
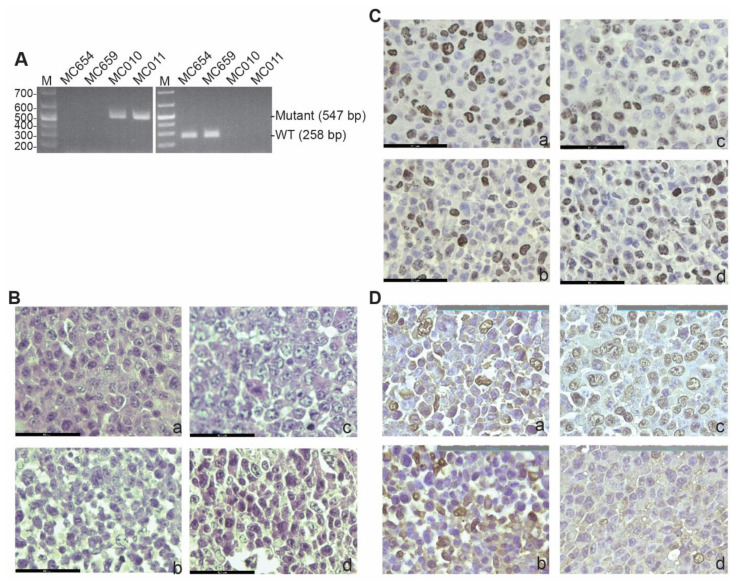
Generation of WT and IRF8 KO tumor cell lines. (**A**) Genomic DNA was isolated from the indicated tumor cell lines and used as a template for PCR-based genotyping with *Irf8* WT (**left panel**) and mutant-specific (**right panel**) primers, as described in the method. The DNA size markers are indicated to the left of each gel. (**B**) Tumor cell blocks were analyzed by H&E staining. Shown are the tumor cell morphologies. a: MC654, b: MC659, c: MC010, and d: MC011. The scale bar (62.1 μm) is in the bottom left. (**C**) Tumor cell block sections were analyzed by IHC using Ki67-specific antibody. The brown color indicates Ki67 staining. a–d: same as in (**B**). The scale bar (62.1 μm) is in the bottom left. (**D**) The tumor cell block sections were analyzed for vimentin by IHC using vimentin-specific antibody. The brown color indicates vimentin staining. a–d: same as in (**B**). The scale bar (100 μm) is in the top right.

**Figure 2:**
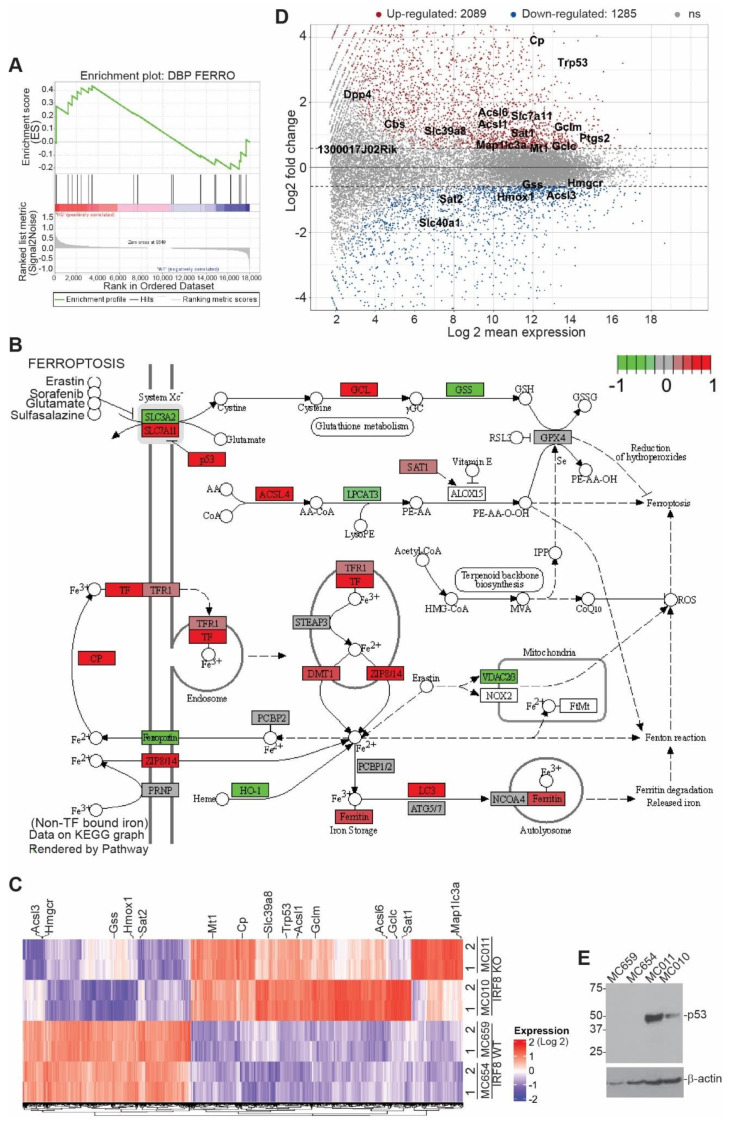
Deletion of *Irf8* gene alters the expression of ferroptosis pathway genes. (**A**). RNA sequencing analysis of gene expression of WT and IRF8 KO tumor cell lines. Shown is gene set enrichment analysis of ferroptosis pathway using ranked log2 fold changes. (**B**). KEGG Pathway view of the differentially expressed genes in murine ferroptosis pathway (adjusted *p*-value < 0.05). Relatively up-regulated genes (log2FC > 1) are shown in red, and relatively down-regulated genes (log2FC < 1) are shown in green. (**C**). RNA sequencing analysis of gene expression in the indicated pairs of IRF8 WT and KO tumor cell lines. Shown is heatmap of genes differentially expressed between WT andIRF8 KO tumor cells. Ferroptosis pathway genes are labelled on the right (1 and 2: replicates, absolute log2FC > 0.59, adjusted *p*-value < 0.05). (**D**). Ratio intensity (MA) plot of genes differentially expressed between WT and IRF8 KO tumor cells (adjusted *p*-value < 0.05). Ferroptosis pathway genes are labelled. Upregulated genes (log2FC > 0.59) are shown in red, and downregulated genes (log2FC < 0.59) are shown in blue above and below the dotted line respectively. (**E**). Western blotting analysis of the IRF8-regulated ferroptosis genes as indicated in WT and IRF8 KO tumor cells.

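Of the genes of the Figure 2B map, 13 had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 8 of them higher and 5 lower in the libraries labelled IRF8 KO, whose Irf8 RNA goes against the label. With the threshold of 0.59 on the log2 fold change, 7 were left, 5 higher and 2 lower, and 7 when adjusted over the list alone. That threshold is the one of panels C and D, and the legend gives panel B a higher one for up-regulated genes. Of the 5 higher genes, Cp (3.75), Trp53 (3.06) and Gclm (1.08) were above the limit of panel B. Slc39a8 (0.96) and Map1lc3a (0.88) were not. With MC654 left out 3 passed, and with MC659 left out 4. Among 10000 random lists of the same size matched on mean expression, the median number past both thresholds was 5, and 17.1% of the lists had as many as the map. Acsl4, Sat1, Alox15, Trf, Cybb and Ftmt were not analysed here.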

**Figure 3:**
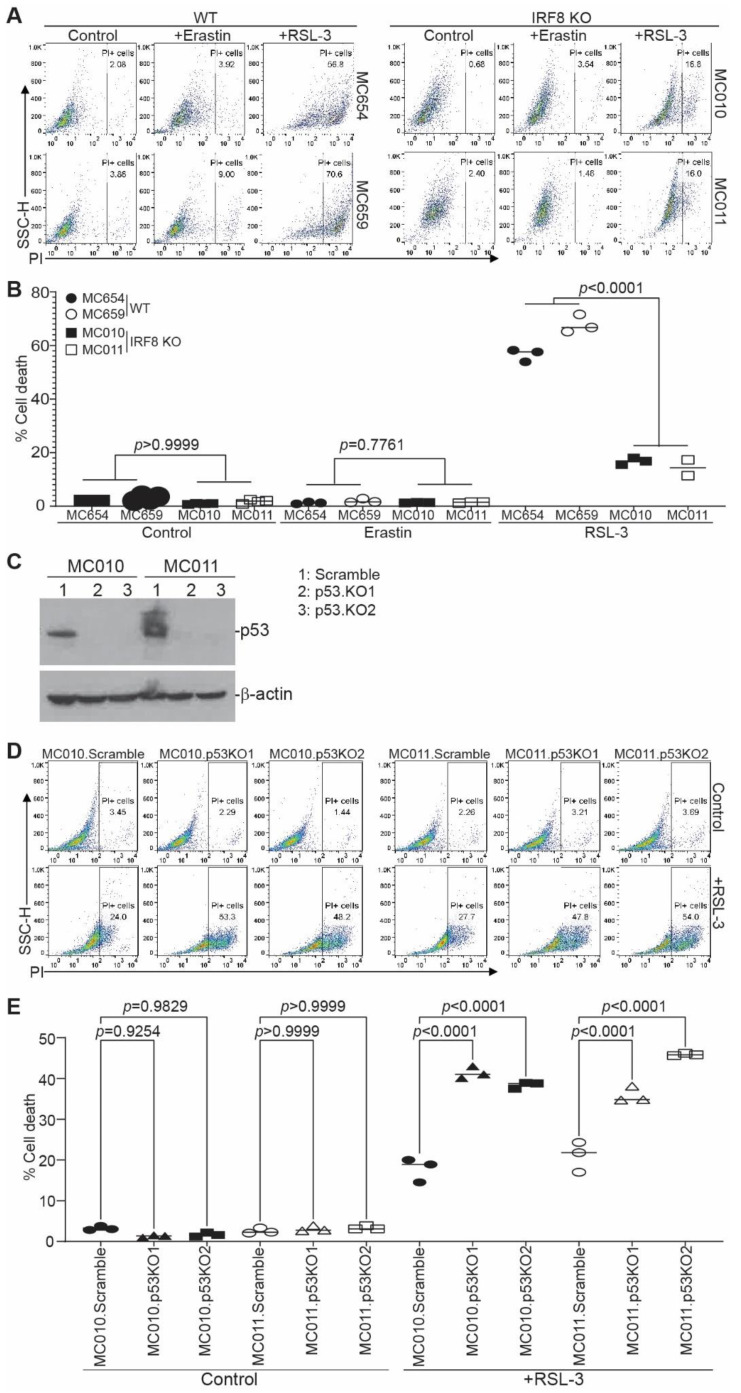
IRF8 regulates intrinsic ferroptosis in tumor cells. (**A**) Tumor cells were cultured in the presence of erastin (20 μM) and RSL-3 (0.1 μM) for approximately 24 h. Cells were collected, stained with PI, and analyzed by flow cytometry. Shown are representative gating strategies for wild-type and IRF8KO cells. (**B**) The % cell death (% PI^+^ cells) of the two WT cell lines (MC654 and MC659) and the two IRF8 KO cell lines (MC010 and MC011) were quantified, pooled, and presented. (**C**) Trp53 was knocked out in MC011 cells by CRISPR and analyzed for p53 protein level by Western blotting analysis. The lanes on the Western blot show the scramble and the 2 p53 KO cell lines of the 2 IRF8 KO cell lines (MC010 and MC011). (**D**) The WT and p53 KO cells were treated with RSL3 and analyzed for cell death as in (**A**). (**E**) Quantification of cell death as shown in (**D**).

**Figure 4:**
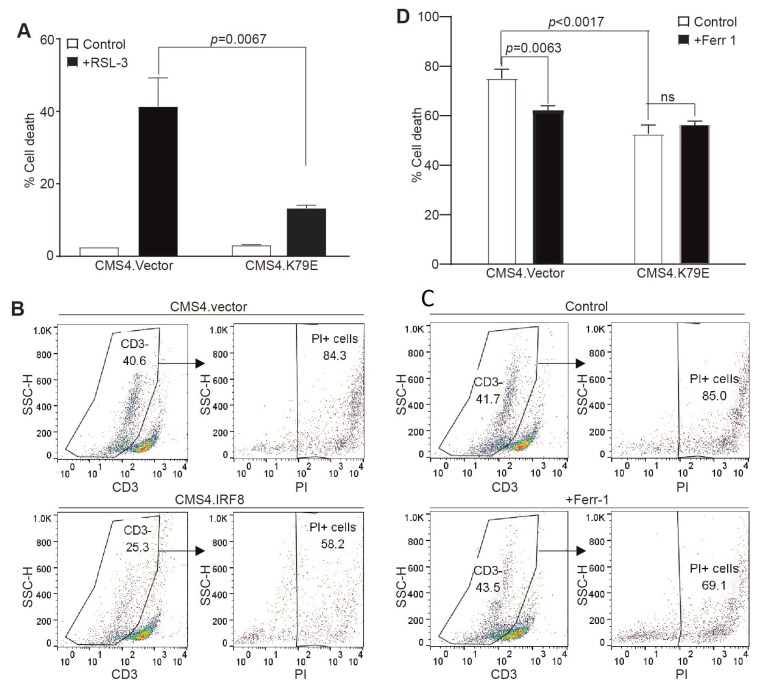
IRF8 regulates tumor cell sensitivity to ferroptosis and CTL lytic activity. (**A**) IRF8 WT vector control (CMS4.vector) and IRF8 mutant (CMS4.K79E) tumor cells were cultured in the presence of RSL-3 for approximately 24 h, stained with PI, and analyzed by flow cytometry to quantify cell death. (**B**) CMS4.vector and CMS4.K79E tumor cells were co-cultured with the tumor-specific CTLs at a 2:1 ratio for approximately 24 h. Cell mixture was collected, stained with CD3-specific monoclonal antibody and PI, and analyzed by flow cytometry. Shown are representative gating strategies. The CD3^−^ tumor cells were gated to quantify PI^+^ tumor cells. (**C**) CMS4.vector tumor cells were co-cultured with the tumor-specific 220 CTL (2:1 ratio) in the absence (control) or presence of ferrostatin (Ferr-1 1 μM) for approximately 24 h. Shown are representative gating strategies as in (**A**,**D**). The % cell death as shown in (**B**,**C**) was quantified.

**Figure 5:**
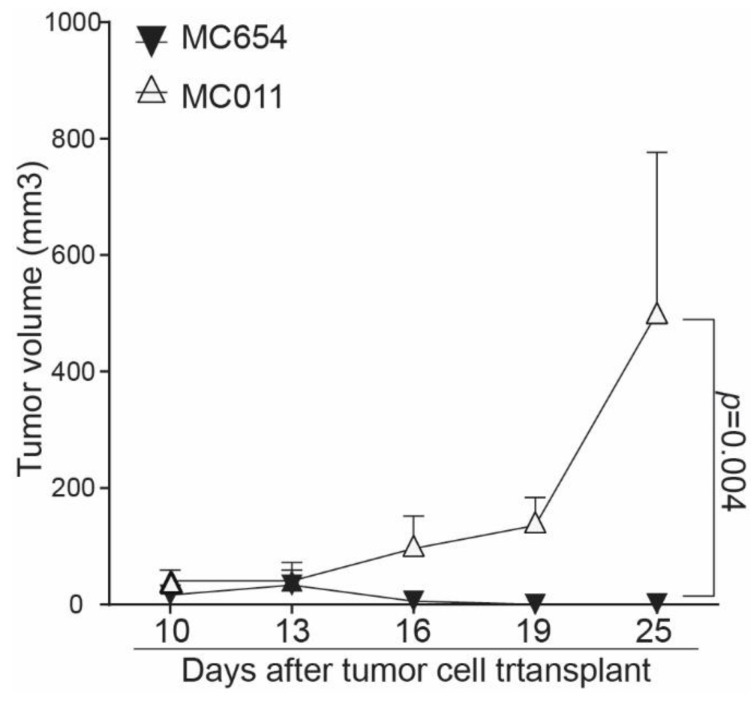
Deletion of Irf8 gene in tumor cells promotes tumor growth in vivo. WT MC654 and IRF8 KO MC011 cells were injected into C57BL/6 mice (5 ×10^5^ cells/mouse). Tumor growth was monitored over time.

**Figure 6:**
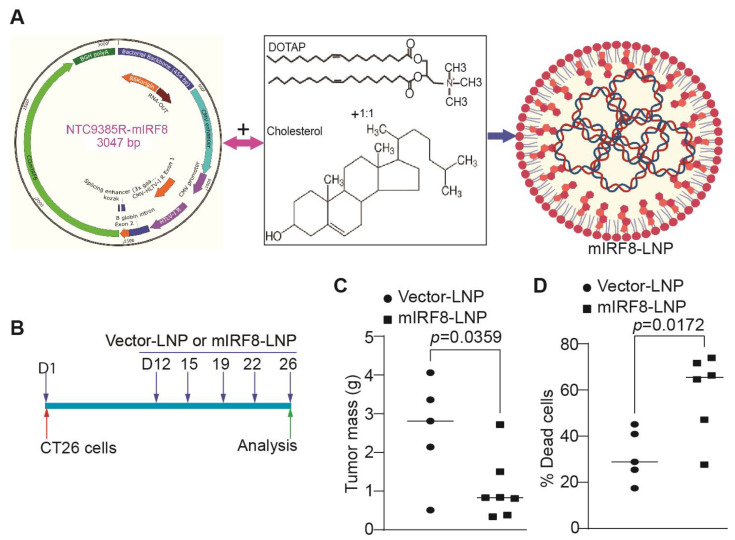
Lipid nanoparticle delivery of IRF8-encoding plasmid DNA to tumor suppresses tumor growth in vivo. (**A**) Formulation of the IRF8-encoding nanoplasmid (NTC9385R-mIRF8) with lipid nanoparticle DOTAP-Cholesterol (1:1 molecular ratio) to produce mIRF8-LNP. (**B**) mIRF8-LNP therapy experimental scheme. CT26 tumor cells were injected into BALB/c mice subcutaneously. The tumor-bearing mice were treated with lipid nanoparticle-encapsulated vector control NTC9385R (Vector-LNP) or NTC9385R-mIRF8 (mIRF8-LNP). (**C**) Tumors were resected at the end of the experiment and measured for size. Shown is quantification of tumor size. (**D**) The tumor tissues were dissected, stained with Zombie UV, and analyzed by flow cytometry to quantify tumor cell death.

**Figure 7:**
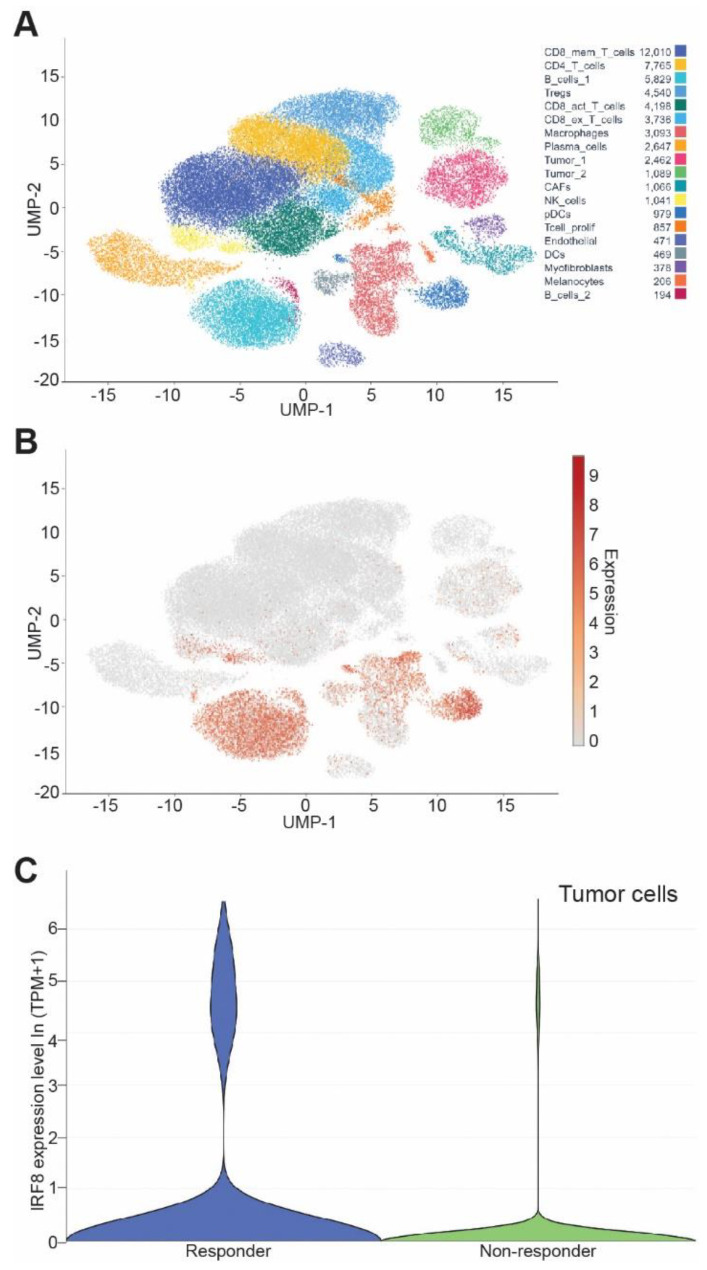
Tumor cell IRF8 expression level correlates with cancer patient response to anti-PD-1 immunotherapy. (**A**) UMAP dimensionality reduction plot of cell types in human melanoma from GEO dataset GSE115978. (**B**) UMAP dimensionality reduction plot of expression level of *Irf8* in tumor resident cells. (**C**) Violin plot of IF8 mRNA level in tumor cells in the responders and non-responders of melanoma patients after nivolumab immunotherapy.

## Data Availability

The RNA-seq dataset will be deposited in the GEO database.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12020310/s1, Figure S1: Mouse IRF8 codon usage optimized cDNA sequence, Figure S2: Western blots, Figure S3: GPX4 protein level in tumor cells, Figure S4: GSH and lipid ROS level in tumor cells.

## References

[1] Huang A.C., Zappasodi R. (2022). A decade of checkpoint blockade immunotherapy in melanoma: Understanding the molecular basis for immune sensitivity and resistance. Nat. Immunol..

[2] Lu C., Yang D., Klement J.D., Oh I.K., Savage N.M., Waller J.L., Colby A.H., Grinstaff M.W., Oberlies N.H., Pearce C.J. (2019). SUV39H1 Represses the Expression of Cytotoxic T-Lymphocyte Effector Genes to Promote Colon Tumor Immune Evasion. Cancer Immunol. Res..

[3] Lu C., Talukder A., Savage N.M., Singh N., Liu K. (2017). JAK-STAT-mediated chronic inflammation impairs cytotoxic T lymphocyte activation to decrease anti-PD-1 immunotherapy efficacy in pancreatic cancer. Oncoimmunology.

[4] Liu X., Pu Y., Cron K., Deng L., Kline J., Frazier W.A., Xu H., Peng H., Fu Y.X., Xu M.M. (2015). CD47 blockade triggers T cell-mediated destruction of immunogenic tumors. Nat. Med..

[5] Klement J.D., Poschel D.B., Lu C., Merting A.D., Yang D., Redd P.S., Liu K. (2021). Osteopontin Blockade Immunotherapy Increases Cytotoxic T Lymphocyte Lytic Activity and Suppresses Colon Tumor Progression. Cancers.

[6] Klement J.D., Paschall A.V., Redd P.S., Ibrahim M.L., Lu C., Yang D., Celis E., Abrams S.I., Ozato K., Liu K. (2018). An osteopontin/CD44 immune checkpoint controls CD8+ T cell activation and tumor immune evasion. J. Clin. Investig..

[7] Lu C., Liu Z., Klement J.D., Yang D., Merting A.D., Poschel D., Albers T., Waller J.L., Shi H., Liu K. (2021). WDR5-H3K4me3 epigenetic axis regulates OPN expression to compensate PD-L1 function to promote pancreatic cancer immune escape. J. Immunother. Cancer.

[8] Kim M., Min Y.K., Jang J., Park H., Lee S., Lee C.H. (2021). Single-cell RNA sequencing reveals distinct cellular factors for response to immunotherapy targeting CD73 and PD-1 in colorectal cancer. J. Immunother. Cancer.

[9] Golstein P., Griffiths G.M. (2018). An early history of T cell-mediated cytotoxicity. Nat. Rev. Immunol..

[10] Hanahan D., Weinberg R.A. (2000). The hallmarks of cancer. Cell.

[11] Moller P., Koretz K., Leithauser F., Bruderlein S., Henne C., Quentmeier A., Krammer P.H. (1994). Expression of APO-1 (CD95), a member of the NGF/TNF receptor superfamily, in normal and neoplastic colon epithelium. Int. J. Cancer.

[12] Al Subeh Z.Y., Poschel D.B., Redd P.S., Klement J.D., Merting A.D., Yang D., Mehta M., Shi H., Colson Y.L., Oberlies N.H. (2022). Lipid Nanoparticle Delivery of Fas Plasmid Restores Fas Expression to Suppress Melanoma Growth In Vivo. ACS Nano.

[13] Merting A.D., Poschel D.B., Lu C., Klement J.D., Yang D., Li H., Shi H., Chapdelaine E., Montgomery M., Redman M.T. (2022). Restoring FAS Expression via Lipid-Encapsulated FAS DNA Nanoparticle Delivery Is Sufficient to Suppress Colon Tumor Growth In Vivo. Cancers.

[14] Bullani R.R., Wehrli P., Viard-Leveugle I., Rimoldi D., Cerottini J.C., Saurat J.H., Tschopp J., French L.E. (2002). Frequent downregulation of Fas (CD95) expression and function in melanoma. Melanoma Res..

[15] Xiao W., Ibrahim M.L., Redd P.S., Klement J.D., Lu C., Yang D., Savage N.M., Liu K. (2019). Loss of Fas Expression and Function Is Coupled with Colon Cancer Resistance to Immune Checkpoint Inhibitor Immunotherapy. Mol. Cancer Res..

[16] Hanahan D., Weinberg R.A. (2011). Hallmarks of cancer: The next generation. Cell.

[17] Owen-Schaub L.B., van Golen K.L., Hill L.L., Price J.E. (1998). Fas and Fas ligand interactions suppress melanoma lung metastasis. J. Exp. Med..

[18] Maecker H.L., Yun Z., Maecker H.T., Giaccia A.J. (2002). Epigenetic changes in tumor Fas levels determine immune escape and response to therapy. Cancer Cell.

[19] Dixon S.J., Lemberg K.M., Lamprecht M.R., Skouta R., Zaitsev E.M., Gleason C.E., Patel D.N., Bauer A.J., Cantley A.M., Yang W.S. (2012). Ferroptosis: An iron-dependent form of nonapoptotic cell death. Cell.

[20] Yagoda N., von Rechenberg M., Zaganjor E., Bauer A.J., Yang W.S., Fridman D.J., Wolpaw A.J., Smukste I., Peltier J.M., Boniface J.J. (2007). RAS-RAF-MEK-dependent oxidative cell death involving voltage-dependent anion channels. Nature.

[21] Stockwell B.R., Friedmann Angeli J.P., Bayir H., Bush A.I., Conrad M., Dixon S.J., Fulda S., Gascon S., Hatzios S.K., Kagan V.E. (2017). Ferroptosis: A Regulated Cell Death Nexus Linking Metabolism, Redox Biology, and Disease. Cell.

[22] Xie Y., Hou W., Song X., Yu Y., Huang J., Sun X., Kang R., Tang D. (2016). Ferroptosis: Process and function. Cell Death Differ..

[23] Yang W.S., SriRamaratnam R., Welsch M.E., Shimada K., Skouta R., Viswanathan V.S., Cheah J.H., Clemons P.A., Shamji A.F., Clish C.B. (2014). Regulation of ferroptotic cancer cell death by GPX4. Cell.

[24] Sui X., Zhang R., Liu S., Duan T., Zhai L., Zhang M., Han X., Xiang Y., Huang X., Lin H. (2018). RSL3 Drives Ferroptosis Through GPX4 Inactivation and ROS Production in Colorectal Cancer. Front. Pharmacol..

[25] Wang W., Green M., Choi J.E., Gijon M., Kennedy P.D., Johnson J.K., Liao P., Lang X., Kryczek I., Sell A. (2019). CD8(+) T cells regulate tumour ferroptosis during cancer immunotherapy. Nature.

[26] Yang Y., Ma Y., Li Q., Ling Y., Zhou Y., Chu K., Xue L., Tao S. (2022). STAT6 inhibits ferroptosis and alleviates acute lung injury via regulating P53/SLC7A11 pathway. Cell Death Dis..

[27] Jiang L., Kon N., Li T., Wang S.J., Su T., Hibshoosh H., Baer R., Gu W. (2015). Ferroptosis as a p53-mediated activity during tumour suppression. Nature.

[28] Zhu H., Klement J.D., Lu C., Redd P.S., Yang D., Smith A.D., Poschel D.B., Zou J., Liu D., Wang P.G. (2021). Asah2 Represses the p53-Hmox1 Axis to Protect Myeloid-Derived Suppressor Cells from Ferroptosis. J. Immunol..

[29] Ou Y., Wang S.J., Li D., Chu B., Gu W. (2016). Activation of SAT1 engages polyamine metabolism with p53-mediated ferroptotic responses. Proc. Natl. Acad. Sci. USA.

[30] Zhang Y., Qian Y., Zhang J., Yan W., Jung Y.S., Chen M., Huang E., Lloyd K., Duan Y., Wang J. (2017). Ferredoxin reductase is critical for p53-dependent tumor suppression via iron regulatory protein 2. Genes Dev..

[31] Xie Y., Zhu S., Song X., Sun X., Fan Y., Liu J., Zhong M., Yuan H., Zhang L., Billiar T.R. (2017). The Tumor Suppressor p53 Limits Ferroptosis by Blocking DPP4 Activity. Cell Rep..

[32] Tarangelo A., Magtanong L., Bieging-Rolett K.T., Li Y., Ye J., Attardi L.D., Dixon S.J. (2018). p53 Suppresses Metabolic Stress-Induced Ferroptosis in Cancer Cells. Cell Rep..

[33] Wang S.J., Li D., Ou Y., Jiang L., Chen Y., Zhao Y., Gu W. (2016). Acetylation Is Crucial for p53-Mediated Ferroptosis and Tumor Suppression. Cell Rep..

[34] Holtschke T., Lohler J., Kanno Y., Fehr T., Giese N., Rosenbauer F., Lou J., Knobeloch K.P., Gabriele L., Waring J.F. (1996). Immunodeficiency and chronic myelogenous leukemia-like syndrome in mice with a targeted mutation of the ICSBP gene. Cell.

[35] Murakami K., Sasaki H., Nishiyama A., Kurotaki D., Kawase W., Ban T., Nakabayashi J., Kanzaki S., Sekita Y., Nakajima H. (2021). A RUNX-CBFbeta-driven enhancer directs the Irf8 dose-dependent lineage choice between DCs and monocytes. Nat. Immunol..

[36] Kim S.H., Burton J., Yu C.R., Sun L., He C., Wang H., Morse H.C., Egwuagu C.E. (2015). Dual Function of the IRF8 Transcription Factor in Autoimmune Uveitis: Loss of IRF8 in T Cells Exacerbates Uveitis, Whereas Irf8 Deletion in the Retina Confers Protection. J. Immunol..

[37] Dambuza I.M., He C., Choi J.K., Yu C.R., Wang R., Mattapallil M.J., Wingfield P.T., Caspi R.R., Egwuagu C.E. (2017). IL-12p35 induces expansion of IL-10 and IL-35-expressing regulatory B cells and ameliorates autoimmune disease. Nat. Commun..

[38] Sun L., St Leger A.J., Yu C.R., He C., Mahdi R.M., Chan C.C., Wang H., Morse H.C., Egwuagu C.E. (2016). Interferon Regulator Factor 8 (IRF8) Limits Ocular Pathology during HSV-1 Infection by Restraining the Activation and Expansion of CD8+ T Cells. PLoS ONE.

[39] Choi J.K., Yu C.R., Bing S.J., Jittayasothorn Y., Mattapallil M.J., Kang M., Park S.B., Lee H.S., Dong L., Shi G. (2021). IL-27-producing B-1a cells suppress neuroinflammation and CNS autoimmune diseases. Proc. Natl. Acad. Sci. USA.

[40] Kim S., Bagadia P., Anderson D.A., Liu T.T., Huang X., Theisen D.J., O’Connor K.W., Ohara R.A., Iwata A., Murphy T.L. (2020). High Amount of Transcription Factor IRF8 Engages AP1-IRF Composite Elements in Enhancers to Direct Type 1 Conventional Dendritic Cell Identity. Immunity.

[41] Lanca T., Ungerback J., Da Silva C., Joeris T., Ahmadi F., Vandamme J., Svensson-Frej M., Mowat A.M., Kotarsky K., Sigvardsson M. (2022). IRF8 deficiency induces the transcriptional, functional, and epigenetic reprogramming of cDC1 into the cDC2 lineage. Immunity.

[42] Bergamaschi C., Pandit H., Nagy B.A., Stellas D., Jensen S.M., Bear J., Cam M., Valentin A., Fox B.A., Felber B.K. (2020). Heterodimeric IL-15 delays tumor growth and promotes intratumoral CTL and dendritic cell accumulation by a cytokine network involving XCL1, IFN-gamma, CXCL9 and CXCL10. J. Immunother. Cancer.

[43] Jiang D.S., Wei X., Zhang X.F., Liu Y., Zhang Y., Chen K., Gao L., Zhou H., Zhu X.H., Liu P.P. (2014). IRF8 suppresses pathological cardiac remodelling by inhibiting calcineurin signalling. Nat. Commun..

[44] Ibrahim M.L., Klement J.D., Lu C., Redd P.S., Xiao W., Yang D., Browning D.D., Savage N.M., Buckhaults P.J., Morse H.C. (2018). Myeloid-Derived Suppressor Cells Produce IL-10 to Elicit DNMT3b-Dependent IRF8 Silencing to Promote Colitis-Associated Colon Tumorigenesis. Cell Rep..

[45] Wang H., Yan M., Sun J., Jain S., Yoshimi R., Abolfath S.M., Ozato K., Coleman W.G., Ng A.P., Metcalf D. (2014). A reporter mouse reveals lineage-specific and heterogeneous expression of IRF8 during lymphoid and myeloid cell differentiation. J. Immunol..

[46] Li W., Nagineni C.N., Ge H., Efiok B., Chepelinsky A.B., Egwuagu C.E. (1999). Interferon consensus sequence-binding protein is constitutively expressed and differentially regulated in the ocular lens. J. Biol. Chem..

[47] Egwuagu C.E., Li W., Yu C.R., Che Mei Lin M., Chan C.C., Nakamura T., Chepelinsky A.B. (2006). Interferon-gamma induces regression of epithelial cell carcinoma: Critical roles of IRF-1 and ICSBP transcription factors. Oncogene.

[48] Mattei F., Schiavoni G., Sestili P., Spadaro F., Fragale A., Sistigu A., Lucarini V., Spada M., Sanchez M., Scala S. (2012). IRF-8 controls melanoma progression by regulating the cross talk between cancer and immune cells within the tumor microenvironment. Neoplasia.

[49] Suzuki M., Ikeda K., Shiraishi K., Eguchi A., Mori T., Yoshimoto K., Shibata H., Ito T., Baba Y., Baba H. (2014). Aberrant methylation and silencing of IRF8 expression in non-small cell lung cancer. Oncol. Lett..

[50] Liang J., Lu F., Li B., Liu L., Zeng G., Zhou Q., Chen L. (2019). IRF8 induces senescence of lung cancer cells to exert its tumor suppressive function. Cell Cycle.

[51] Yang D., Thangaraju M., Greeneltch K., Browning D.D., Schoenlein P.V., Tamura T., Ozato K., Ganapathy V., Abrams S.I., Liu K. (2007). Repression of IFN regulatory factor 8 by DNA methylation is a molecular determinant of apoptotic resistance and metastatic phenotype in metastatic tumor cells. Cancer Res..

[52] Wu H., Li Y., Shi G., Du S., Wang X., Ye W., Zhang Z., Chu Y., Ma S., Wang D. (2022). Hepatic interferon regulatory factor 8 expression suppresses hepatocellular carcinoma progression and enhances the response to anti-programmed cell death protein-1 therapy. Hepatology.

[53] Gatti G., Betts C., Rocha D., Nicola M., Grupe V., Ditada C., Nunez N.G., Roselli E., Araya P., Dutto J. (2021). High IRF8 expression correlates with CD8 T cell infiltration and is a predictive biomarker of therapy response in ER-negative breast cancer. Breast Cancer Res..

[54] Gabriele L., Phung J., Fukumoto J., Segal D., Wang I.M., Giannakakou P., Giese N.A., Ozato K., Morse H.C. (1999). Regulation of apoptosis in myeloid cells by interferon consensus sequence-binding protein. J. Exp. Med..

[55] Hu X., Bardhan K., Paschall A.V., Yang D., Waller J.L., Park M.A., Nayak-Kapoor A., Samuel T.A., Abrams S.I., Liu K. (2013). Deregulation of apoptotic factors Bcl-xL and Bax confers apoptotic resistance to myeloid-derived suppressor cells and contributes to their persistence in cancer. J. Biol. Chem..

[56] DeLeo A.B., Shiku H., Takahashi T., John M., Old L.J. (1977). Cell surface antigens of chemically induced sarcomas of the mouse. I. Mouse leukemia virus related antigens and alloantigens on cultured fibroblasts and sarcomas: Description of a unique antigen on BALB/c Meth A sarcoma. J. Exp. Med..

[57] Shankaran V., Ikeda H., Bruce A.T., White J.M., Swanson P.E., Old L.J., Schreiber R.D. (2001). IFNgamma and lymphocytes prevent primary tumour development and shape tumour immunogenicity. Nature.

[58] Liu F., Bardhan K., Yang D., Thangaraju M., Ganapathy V., Waller J.L., Liles G.B., Lee J.R., Liu K. (2012). NF-kappaB Directly Regulates Fas Transcription to Modulate Fas-mediated Apoptosis and Tumor Suppression. J. Biol. Chem..

[59] Sanjana N.E., Shalem O., Zhang F. (2014). Improved vectors and genome-wide libraries for CRISPR screening. Nat. Methods.

[60] Lu C., Paschall A.V., Shi H., Savage N., Waller J.L., Sabbatini M.E., Oberlies N.H., Pearce C., Liu K. (2017). The MLL1-H3K4me3 Axis-Mediated PD-L1 Expression and Pancreatic Cancer Immune Evasion. J. Natl. Cancer Inst..

[61] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[62] Ryan M.H., Bristol J.A., McDuffie E., Abrams S.I. (2001). Regression of extensive pulmonary metastases in mice by adoptive transfer of antigen-specific CD8(+) CTL reactive against tumor cells expressing a naturally occurring rejection epitope. J. Immunol..

[63] Jerby-Arnon L., Shah P., Cuoco M.S., Rodman C., Su M.J., Melms J.C., Leeson R., Kanodia A., Mei S., Lin J.R. (2018). A Cancer Cell Program Promotes T Cell Exclusion and Resistance to Checkpoint Blockade. Cell.

[64] Mendez M.G., Kojima S., Goldman R.D. (2010). Vimentin induces changes in cell shape, motility, and adhesion during the epithelial to mesenchymal transition. FASEB J..

[65] Luda K.M., Joeris T., Persson E.K., Rivollier A., Demiri M., Sitnik K.M., Pool L., Holm J.B., Melo-Gonzalez F., Richter L. (2016). IRF8 Transcription-Factor-Dependent Classical Dendritic Cells Are Essential for Intestinal T Cell Homeostasis. Immunity.

[66] Liu Y., Gu W. (2022). p53 in ferroptosis regulation: The new weapon for the old guardian. Cell Death Differ..

[67] Dixon S.J., Patel D.N., Welsch M., Skouta R., Lee E.D., Hayano M., Thomas A.G., Gleason C.E., Tatonetti N.P., Slusher B.S. (2014). Pharmacological inhibition of cystine-glutamate exchange induces endoplasmic reticulum stress and ferroptosis. Elife.

[68] Wang L., Liu Y., Du T., Yang H., Lei L., Guo M., Ding H.F., Zhang J., Wang H., Chen X. (2020). ATF3 promotes erastin-induced ferroptosis by suppressing system Xc(.). Cell Death Differ..

[69] Laricchia-Robbio L., Tamura T., Karpova T., Sprague B.L., McNally J.G., Ozato K. (2005). Partner-regulated interaction of IFN regulatory factor 8 with chromatin visualized in live macrophages. Proc. Natl. Acad. Sci. USA.

[70] McGough J.M., Yang D., Huang S., Georgi D., Hewitt S.M., Rocken C., Tanzer M., Ebert M.P., Liu K. (2008). DNA methylation represses IFN-gamma-induced and signal transducer and activator of transcription 1-mediated IFN regulatory factor 8 activation in colon carcinoma cells. Mol. Cancer Res..

[71] Lee K.Y., Geng H., Ng K.M., Yu J., van Hasselt A., Cao Y., Zeng Y.X., Wong A.H., Wang X., Ying J. (2008). Epigenetic disruption of interferon-gamma response through silencing the tumor suppressor interferon regulatory factor 8 in nasopharyngeal, esophageal and multiple other carcinomas. Oncogene.

[72] Williams J.A. (2013). Vector Design for Improved DNA Vaccine Efficacy, Safety and Production. Vaccines.

[73] Crook K., Stevenson B.J., Dubouchet M., Porteous D.J. (1998). Inclusion of cholesterol in DOTAP transfection complexes increases the delivery of DNA to cells in vitro in the presence of serum. Gene Ther..

[74] Templeton N.S., Lasic D.D., Frederik P.M., Strey H.H., Roberts D.D., Pavlakis G.N. (1997). Improved DNA: Liposome complexes for increased systemic delivery and gene expression. Nat. Biotechnol..

[75] Lu C., Stewart D.J., Lee J.J., Ji L., Ramesh R., Jayachandran G., Nunez M.I., Wistuba I.I., Erasmus J.J., Hicks M.E. (2012). Phase I clinical trial of systemically administered TUSC2(FUS1)-nanoparticles mediating functional gene transfer in humans. PLoS ONE.

[76] Kanno Y., Levi B.Z., Tamura T., Ozato K. (2005). Immune cell-specific amplification of interferon signaling by the IRF-4/8-PU.1 complex. J. Interferon Cytokine Res..

[77] Zaretsky J.M., Garcia-Diaz A., Shin D.S., Escuin-Ordinas H., Hugo W., Hu-Lieskovan S., Torrejon D.Y., Abril-Rodriguez G., Sandoval S., Barthly L. (2016). Mutations Associated with Acquired Resistance to PD-1 Blockade in Melanoma. N. Engl. J. Med..

# Supplementary material for: IRF8 Regulates Intrinsic Ferroptosis through Repressing p53 Expression to Maintain Tumor Cell Sensitivity to Cytotoxic T Lymphocytes
**Source:** Cells. 2023 Jan 13;12(2):310. doi: 10.3390/cells12020310
**Supplement:** Supplementary file 1

Supplemental Data

Sequence name / optimized for  
mIRF8

| ORF                 | Protected sites                               | Protected areas | Motifs to avoid                 |
|---------------------|-----------------------------------------------|-----------------|---------------------------------|
| 13-1290 [ATG...TGA] | 1-6 SalI [GTCGAC]<br>1291-1296 EcoRI [GAATTC] |                 | SalI [GTCGAC]<br>EcoRI [GAATTC] |

|       |                                                                         |                                       |
|-------|-------------------------------------------------------------------------|---------------------------------------|
|       |                                                                         | M C D R N G G R R L R Q W L I E Q I D |
| 1.    | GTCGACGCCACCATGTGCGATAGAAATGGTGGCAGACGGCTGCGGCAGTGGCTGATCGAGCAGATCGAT   |                                       |
|       | S S M Y P G L I W E N D E K T M F R I P W K H                           |                                       |
| 70.   | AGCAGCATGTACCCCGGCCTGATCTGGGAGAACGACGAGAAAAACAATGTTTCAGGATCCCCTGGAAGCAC |                                       |
|       | A G K Q D Y N Q E V D A S I F K A W A V F K G                           |                                       |
| 139.  | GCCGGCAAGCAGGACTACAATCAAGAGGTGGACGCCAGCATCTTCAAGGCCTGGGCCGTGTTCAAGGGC   |                                       |
|       | K F K E G D K A E P A T W K T R L R C A L N K                           |                                       |
| 208.  | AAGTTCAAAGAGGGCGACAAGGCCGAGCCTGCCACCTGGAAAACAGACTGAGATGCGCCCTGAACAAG    |                                       |
|       | S P D F E E V T D R S Q L D I S E P Y K V Y R                           |                                       |
| 277.  | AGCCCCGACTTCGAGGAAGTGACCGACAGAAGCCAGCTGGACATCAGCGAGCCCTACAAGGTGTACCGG   |                                       |
|       | I V P E E E Q K C K L G V A P A G C M S E V P                           |                                       |
| 346.  | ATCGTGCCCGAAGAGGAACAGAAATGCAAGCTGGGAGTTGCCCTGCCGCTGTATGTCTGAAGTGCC      |                                       |
|       | E M E C G R S E I E E L I K E P S V D E Y M G                           |                                       |
| 415.  | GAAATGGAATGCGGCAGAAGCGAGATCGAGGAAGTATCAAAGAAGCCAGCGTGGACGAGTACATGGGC    |                                       |
|       | M T K R S P S P P E A C R S Q I L P D W W V Q                           |                                       |
| 484.  | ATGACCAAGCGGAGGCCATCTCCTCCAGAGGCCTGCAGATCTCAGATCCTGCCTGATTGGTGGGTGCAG   |                                       |
|       | Q P S A G L P L V T G Y A A Y D T H H S A F S                           |                                       |
| 553.  | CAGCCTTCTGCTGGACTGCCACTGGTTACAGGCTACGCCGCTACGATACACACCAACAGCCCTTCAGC    |                                       |
|       | Q M V I S F Y Y G G K L V G Q A T T T C L E G                           |                                       |
| 622.  | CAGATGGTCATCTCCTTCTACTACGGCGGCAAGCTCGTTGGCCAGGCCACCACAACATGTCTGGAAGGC   |                                       |
|       | C R L S L S Q P G L P K L Y G P D G L E P V C                           |                                       |
| 691.  | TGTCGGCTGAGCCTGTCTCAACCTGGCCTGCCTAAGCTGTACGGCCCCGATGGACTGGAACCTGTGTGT   |                                       |
|       | F P T A D T I P S E R Q R Q V T R K L F G H L                           |                                       |
| 760.  | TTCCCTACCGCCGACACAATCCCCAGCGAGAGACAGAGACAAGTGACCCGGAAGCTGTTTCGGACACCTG  |                                       |
|       | E R G V L L H S N R K G V F V K R L C Q G R V                           |                                       |
| 829.  | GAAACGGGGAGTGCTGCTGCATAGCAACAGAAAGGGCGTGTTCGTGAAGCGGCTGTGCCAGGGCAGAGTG  |                                       |
|       | F C S G N A V V C K G R P N K L E R D E V V Q                           |                                       |
| 898.  | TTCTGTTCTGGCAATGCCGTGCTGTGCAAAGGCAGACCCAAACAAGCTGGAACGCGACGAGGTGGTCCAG  |                                       |
|       | V F D T N Q F I R E L Q Q F Y A T Q S R L P D                           |                                       |
| 967.  | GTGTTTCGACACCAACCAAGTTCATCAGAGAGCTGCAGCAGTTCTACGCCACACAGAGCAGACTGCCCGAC |                                       |
|       | S R V V L C F G E E F P D T V P L R S K L I L                           |                                       |
| 1036. | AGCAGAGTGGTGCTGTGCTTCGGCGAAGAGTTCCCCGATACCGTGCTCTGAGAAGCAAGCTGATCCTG    |                                       |
|       | V Q V E Q L Y A R Q L V E E A G K S C G A G S                           |                                       |
| 1105. | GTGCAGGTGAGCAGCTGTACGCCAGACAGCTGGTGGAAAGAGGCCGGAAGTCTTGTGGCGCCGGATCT    |                                       |
|       | L M P A L E E P Q P D Q A F R M F P D I C T S                           |                                       |
| 1174. | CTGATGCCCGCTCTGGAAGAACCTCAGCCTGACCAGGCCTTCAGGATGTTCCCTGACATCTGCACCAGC   |                                       |
|       | H Q R P F F R E N Q Q I T V * *                                         |                                       |
| 1243. | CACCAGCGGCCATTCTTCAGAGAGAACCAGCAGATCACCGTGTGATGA                        | GAATTC                                |

Figure S1. Mouse IRF8 codon usage optimized cDNA sequence. The two highlighted sequences at the beginning and end indicate the restriction enzyme SalI and EcoR1, respectively. The protein amino acid sequence is listed under the DNA sequence.

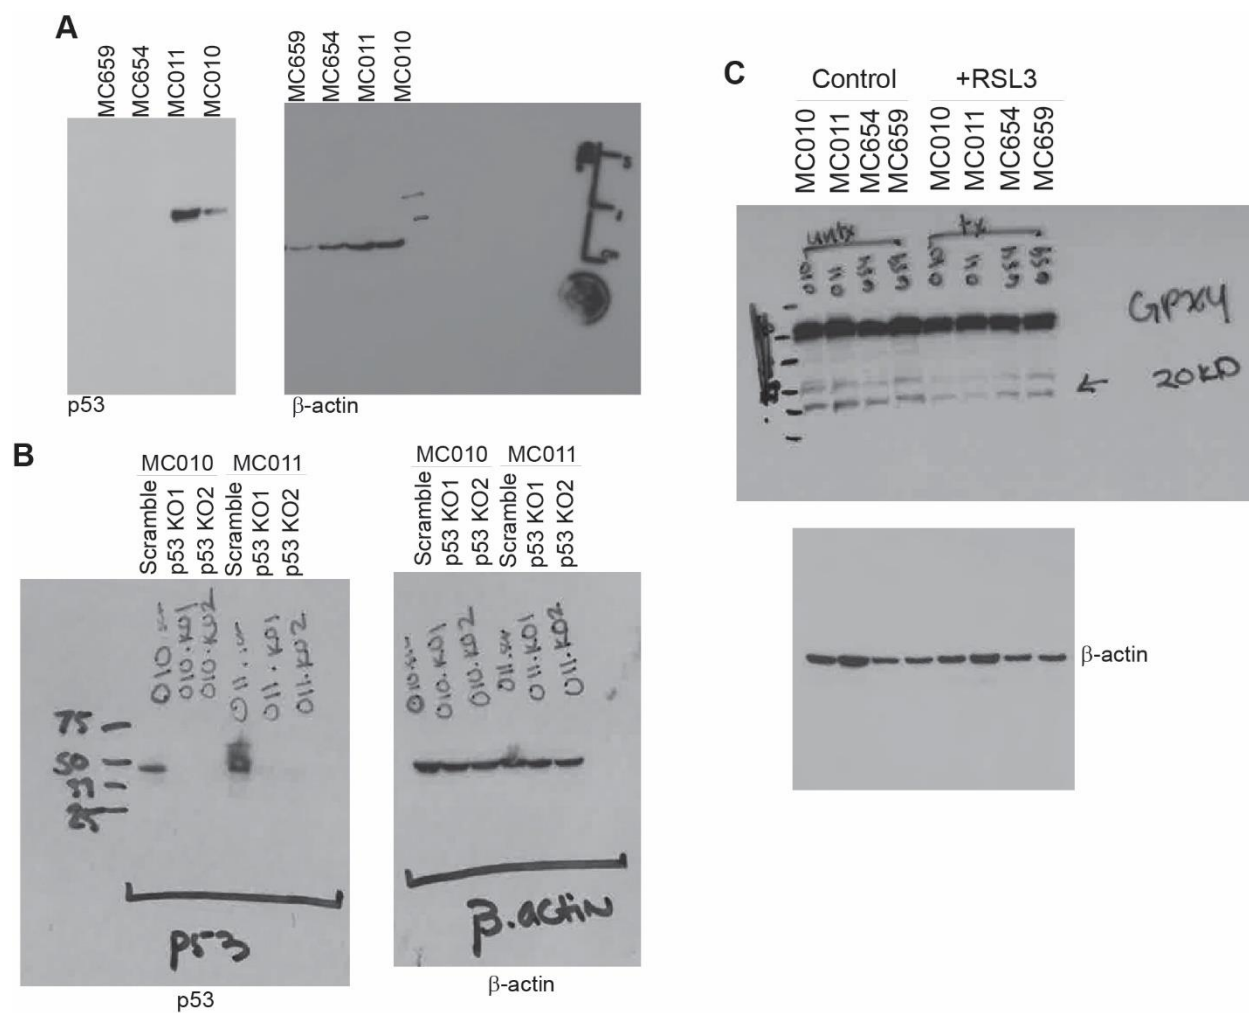

**Figure S2. Western blots.** A. Original Western blots for Figure 2E. B. Original Western blots for Figure 3C. C. Original Western for Figure S3.

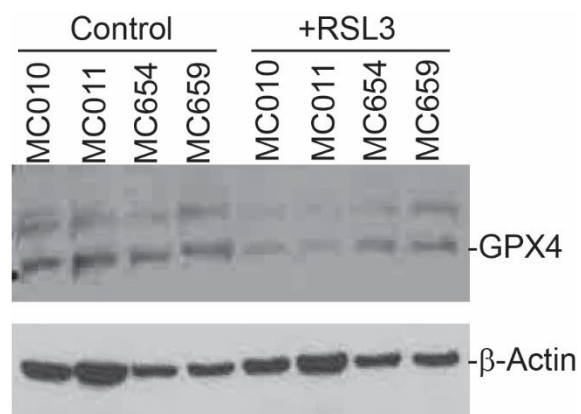

**Figure S3. GPX4 protein level in tumor cells.** The indicated WT and IRF8 KO cell lines were cultured in the absence (Control) or presence of RSL3 for approximately 24h. The cells analyzed by Western for GPX4 protein level.  $\beta$ -actin was used as normalization control.

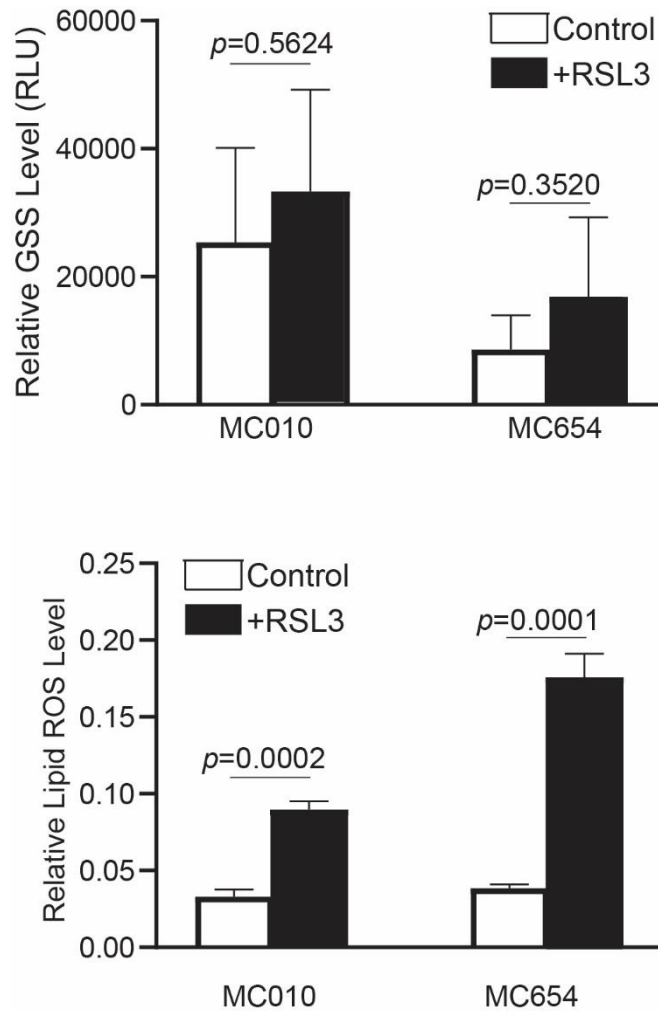

**Figure S4. GSH and lipid ROS level in tumor cells.** **A.** The pair of WT (MC654) and IRF8 KO (MC010) tumor cell lines were cultured in the absence (Control) or presence of RSL3 for 3h. Cells were then analyzed for GSH level using the GSH luminescent-based assay. GSH level is presented as relative light units (RLU) according to the manufacturer's instruction. **B.** Cells were treated as in A for 3h, incubated with BODIPY 581/591 C11 lipid peroxidation sensor for 30 min. Cells were then analyzed with a flow cytometry. The lipid ROS level is presented as the ratio of mean FL1 intensity/mean FL2 intensity.

How the deposited data were processed for this re-analysis (not part of the article)

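RNA was sequenced from 4 mouse tumor cell lines, MC010 and MC011 with the label IRF8 KO and MC654 and MC659 with the label WT, 2 libraries per line. The authors aligned the reads to mm10 with STAR, counted them per gene with HTSeq and compared the genotypes with DESeq2. In the deposited table, each library has a raw count per gene and a signal, which is the count divided by one size factor per library. The authors' own comparison gives a mean signal, a log2 fold change with its error, a score (the Wald statistic), a p-value and an adjusted p-value per gene. The raw counts were analysed, and the authors' deposited comparison was used only where it is named. The strand option of the counting is not stated in the paper's text. Each gene in the table had at least 20 counts summed over the 8 libraries, and 18768 genes were in it. Genes of chromosomes X and Y were not analysed here. All columns of per-sample values were matched to a library by name.

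Gene counts were compared with edgeR 4.0.16 in R 4.3.3. Genes passed edgeR's filterByExpr by genotype, which kept 15153, and counts were normalized by TMM. The quasi-likelihood test with robust estimation compared the 4 libraries of each label with no other term, and p-values were adjusted by the Benjamini-Hochberg method. Genes were called at an adjusted p-value under 0.05 and a log2 fold change above 0.59 in size, the thresholds of Figure 2C,D. Standard errors were derived from the log2 fold change and the test's F statistic. A second fit had one group per line and gave the differences between lines. Because the 2 libraries of a line come from one tumor, the 8 libraries are not 8 independent samples, and the alternatives include fits on the sum of each line's counts and with the line as a random block. The targeted gene, Irf8, had more RNA in the lines labelled IRF8 KO than in those labelled WT, so directions are given by label.

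Gene set tests used fgsea 1.28.0 on log2 fold changes with 10000 permutations of genes, and camera and fry from limma 3.58.1. The lists were fixed before the data were examined: the 21 genes labelled in Figure 2D, the 34 genes of the Figure 2B map, 20 p53 target genes, 15 NRF2 target genes, 19 interferon-response genes, 10 markers of hematopoietic cells, 5 sex-linked genes, none of which was analysed here, and 3 genes of p53 regulation (Cdkn2a, Cdkn2b and Mdm4). By a rule set at the same time, the genes that could be named were those the paper names or labels in Figure 2, those of the lists, and the 5 genes with the largest log2 fold change in each direction among genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 1 and one direction in all 4 comparisons between lines. From these, the genes followed through the alternatives were chosen after their values were seen, to keep their number small. An item is not reported here on its own and enters only the counts over lists and over all genes. Alternatives set at the same time as the lists were DESeq2 1.42.0, no filter on low counts, upper-quartile scaling, sums per line, limma-voom with the line as a random block, the library number as a block, the pairing of MC654 with MC010 and of MC659 with MC011 as a block, each library left out, each line left out, no threshold on the fold change, and other set tests. The set tests of the interferon-response and NRF2 target genes were added as results after the data had been seen. All splits of the libraries into 4 and 4 were also fitted.

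The fits were tested on simulated counts for the same genes, with 200 genes changed by known amounts and no difference between lines of one label. The edgeR fit recovered 180 of them with 3 false calls among 14996 genes. The fit on line sums recovered 184 with 3 false calls among 15153 genes. These numbers do not cover differences between lines. In simulated data with such differences and no effect of genotype, the edgeR fit called from 448 to 560 genes. With 74063616 to 116206078 counts per library, 3 counts, taken as the floor, correspond to between 0.0262 and 0.0408 CPM. Floors cover counting error only.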

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

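The tests on hematopoietic cells, an exchange of samples, single lines, the splits for the NRF2 target genes and the difference between lines in those genes were chosen after the results had been seen.

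The targeted gene went against the labels. Irf8 RNA was at least 62.9-fold higher over the libraries labelled IRF8 KO than the floor of the WT libraries, and its level in MC010 exceeded that in MC011 by 4.17 on the log2 scale. The paper reports PCR genotyping in Figure 1A. A gain of the chromosomal region as the whole cause is argued against by the 24 tested genes within 1 Mb of Irf8, whose median log2 fold change was 0.29. Hematopoietic cells and the lines themselves as the source of the reads cannot be told apart, because markers of such cells went both ways. Ptprc had a mean of 0.167 CPM in MC010, above WT, and 0 counts in MC011, and its counts lie near the floor in most libraries. Cd79a had 10 to 17 counts in the libraries labelled IRF8 KO against 2 to 6 in WT. Csf1r (0.24 to 0.48 CPM against 0.93 to 1.80) and Cd68 (5.25 to 6.74 against 8.25 to 10.15) were lower in the libraries labelled IRF8 KO. An exchange of samples also cannot be told apart from the labels as given. Trp53 RNA was higher in the libraries labelled IRF8 KO by 3.06 on the log2 scale, the direction of the p53 protein in Fig. 2E, but RNA and protein need not move together. A transcript from the targeted allele was not tested, because the counts are per gene.

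The 2 lines labelled IRF8 KO differed from each other. Among 28 genes examined, 15 had a difference between MC010 and MC011 past both thresholds (edgeR, one group per line), and for 3 of them, Slc7a11, Cdkn1a and Ptgs2, the lines lay on opposite sides of WT. The log2 difference was 1.06 for Trp53, 2.58 for Slc7a11, 1.98 for Cdkn1a, 0.75 for Slc39a8, 1.80 for Acsl6, 0.71 for Gclm, 2.31 for Ptgs2, 1.29 for Gclc, -0.62 for Gss, 0.81 for Acsl3, 3.10 for Slc40a1, 2.14 for Nqo1, 1.42 for Irf7 and -5.74 for Cdkn2a. Each line is one tumor, so the genotype cannot account for a difference between lines of the same label, and no biological explanation was tested for the set as a whole.

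Interferon-response genes, which the paper does not discuss in these lines, were lower in the libraries labelled IRF8 KO, with 16 of 19 past both thresholds. The set test gave a permutation p of 0.000341, and 9 of the 35 splits of the 8 libraries into 4 and 4 gave a score as far from 0. Besides the real split, these were 8 splits, and in all 8 of them 1 library of each label was exchanged. They keep part of the contrast, so the count decides little. The other splits that keep the lines whole had absolute scores of 1.58 and 1.88 against 2.30, and 3 such splits cannot give a share under 0.05. The median log2 fold change was closest to 0 in MC010 against MC654, at -1.91, which argues against a single line as the whole cause. Lines of the same label also differed. Of these genes, 13 were higher in MC010 than in MC011 (median log2 difference 1.42) and 12 lower in MC654 than in MC659 (-0.77). Cells that carry Ptprc are argued against as the source in the WT lines, where no library exceeded 0.0240 CPM of Ptprc, although Cd68 and Csf1r were higher there. The genotype and other differences between the tumors stay open. By the rule for the largest changes, Oas2 (log2 fold change -8.67), Oas1a (-7.18), Iigp1 (-6.60), Slfn2 (-6.49) and Ifi44 (-6.18) fell most. Oas2, Oas1a, Iigp1 and Slfn2 had between 0 and 13 counts in the libraries labelled IRF8 KO, so their values are as fitted near the floor.

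NRF2 target genes were higher in the libraries labelled IRF8 KO, with 7 of 14 past both thresholds and 1 lower. The set test gave a permutation p of 0.126, and 15 of the 35 splits gave a score as far from 0. Of the 14 other splits, 8 exchange 1 library of each label and keep part of the contrast. The other 6 exchange 2, which leaves no contrast between the labels, so a score this far from 0 also arises without it. The other splits that keep the lines whole had absolute scores of 1.56 and 1.62 against 1.33. The median log2 difference of MC010 from MC011 was 0.80 over these genes, and 10 of the 14 were higher in MC010 past both thresholds, which is consistent with an increase that belongs mainly to MC010. Of the list, Slc7a11, Gclm, Gclc and Hmox1 are also labelled in Fig. 2D. No technical cause was tested for it.

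By the same rule, Scara5 was at least 1076-fold and Crisp1 at least 913-fold higher against the floor of the WT libraries. Tdrd1 was at least 261-fold and AI606473 at least 141-fold higher. Fst had a log2 fold change of 12.57 as fitted, with 3, 8, 2 and 0 counts in the WT libraries. In MC011 alone, Crisp1, Tdrd1 and AI606473 were at least 10.6-fold, 5.89-fold and 17.9-fold higher. A library far from the others of its label was found in 3 of 74 groups of 4, where chance gives about 1 in 20. These were Cdkn2a in library 1 of MC654 (377.2 CPM), Scara5 in library 2 of MC659 (0.0111 CPM) and Crisp1 in library 2 of MC654 (0.0118 CPM). The last 2 values are below the floor. No explanation was tested for these genes.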

How the results depend on the processing

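DESeq2, no filter on low counts, upper-quartile scaling and the pairing of lines as a block left the numbers of called genes and of called Figure 2 genes within 1.5 times, and Irf8, Trp53, Slc7a11 and Slc3a2 in the same direction and on the same side of the adjusted p threshold. The same held with each library left out in turn, when from 1812 to 2222 genes were higher and from 1080 to 1434 lower in the libraries labelled IRF8 KO. It did not hold for all genes followed here, since the adjusted p stayed under 0.05 in only 2 of these 8 fits for Acsl6, 2 for Acsl3, 2 for Tdrd1, 3 for Slc39a8 and 7 for Crisp1.

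With the library number as a replicate block, 1917 genes were higher and 1189 lower, and 3098 genes were called with and without it. The libraries share only a number, since the correlations of their deviations from the line means lay between -0.03 and 0.06. Among the genes followed here, the block moved Acsl6 (log2 fold change 1.53, adjusted p 0.0604), Acsl3 (-0.66, 0.0617) and Tdrd1 (0.0685) above 0.05 and changed no other call.

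With no threshold on the fold change, 3151 genes were higher and 2524 lower, 13 genes of the Figure 2B map were called, and 2198 genes differed between the WT lines and 9550 between the lines labelled IRF8 KO. With the counts of each line added together, 0 genes were higher and 0 lower, with 3658 at an unadjusted p under 0.05, and 0 genes of either Figure 2 list were called. The log2 fold change, as fitted, was then 7.50 for Irf8 (adjusted p 0.156), 3.07 for Trp53 (0.0878) and -0.45 for Slc3a2 (0.224). Over all alternatives the adjusted p of Trp53 ranged from 3.09e-26 (DESeq2) to 0.0878. With the line as a random block, where libraries of a line correlated at 0.828, 1047 genes were higher and 839 lower, and the log2 fold change of Irf8 as fitted was 6.17 (adjusted p 0.153). Only the sums treat the line as the unit. The random block keeps all libraries and allows for a correlation within lines that is shared by all genes.

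With each line left out in turn, from 1185 to 3159 genes were higher and from 699 to 2668 lower, from 6 to 14 genes of Figure 2D and from 3 to 10 of the Figure 2B map were called, and the fitted log2 fold change ranged from 4.14 to 8.36 for Irf8, from -0.65 to -0.32 for Slc3a2, from 2.41 to 3.49 for Trp53 and from -0.62 to 1.97 for Slc7a11. Irf8 and Slc3a2 were above an adjusted p of 0.05 with MC654 or MC659 left out. Without MC010, Slc7a11 changed direction, as did Cdkn1a (range from -0.34 to 1.65) and Ptgs2 (from -0.58 to 1.74), and without MC011 Slc7a11 was past the threshold. Mdm2 ranged from -0.29 to 0.18, and Gpx4 from -0.0434 to 0.0310. Gpx4 was also above 0 with line sums (0.0073), the random block (0.0033) and the pairing of lines (0.00051), all within its error. With single libraries left out, Gpx4 ranged from -0.0307 to 0.0265 and Mdm2 from -0.12 to 0.05.

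The Figure 2B map genes passed a p of 0.05 only under fry (0.000556), which counts the 2 libraries of each line as independent. The p53 target genes, whose score was above 0 with a p of 0.868, turned to lower expression when ranked by signal-to-noise (p 0.168), under camera with the preset (0.329) or estimated correlation (0.330) and under fry (0.00781). The interferon-response genes kept their direction in all alternatives and passed in all but camera with an estimated correlation (p 0.103), fry included. The NRF2 target genes, with a p of 0.126, passed under camera with its preset correlation (0.0149) and neither under fry nor with an estimated correlation. With lines left out their p ranged from 0.0346 to 0.933, the lowest without MC011. Apart from the settings' own construction, the cause was not tested.

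Of the 646 values of 34 other named genes under the alternatives, 542 kept their direction and call, 81 became weaker, 11 stronger and 12 reversed. The depth limits Irf8, Scara5, Crisp1, Tdrd1 and AI606473. These genes are at or under the floor in the WT libraries, so only a lower bound of the fold can be given. Fst in the WT libraries and Oas2, Oas1a, Iigp1 and Slfn2 in those labelled IRF8 KO lie near the floor. Their log2 fold changes are therefore rough.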

Differences from the paper's values

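The numbers of genes in Fig. 2D, about 2100 up-regulated and about 1300 down-regulated, read by eye, lie within 1.5 times of the 2083 and 1321 found here. At the same thresholds, the authors' deposited table gives 2820 genes higher and 1676 lower.

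The paper labels Slc7a11, Ptgs2, Gclc, Cbs, 1300017J02Rik and Slc40a1 in Fig. 2D, and these did not pass the thresholds here. The authors' deposited comparison calls Gclc (adjusted p 0.0268). It does not call Slc7a11 (0.0845), Slc40a1 (0.0995), Ptgs2 (0.124), Cbs (0.268) or 1300017J02Rik (0.356). DESeq2 called Gclc (log2 fold change 0.84, adjusted p 0.0277), and so did the pairing of lines as a block (adjusted p 0.0488). With library 1 or 2 of MC011 left out, Gclc was called (0.0244 and 0.0281). With line MC011 left out, Slc7a11 (log2 fold change 1.97), Ptgs2 (1.74) and Gclc (1.35) were called. With line MC010 left out, Slc7a11 (-0.62) and Slc40a1 (-3.80) were called, both lower. With line MC659 left out, Cbs was called (3.28, adjusted p 0.0300). In these fits with a line left out, its label keeps the libraries of a single line. No alternative run here called 1300017J02Rik. Dpp4, labelled in Fig. 2D, was not tested here and was called with DESeq2 (log2 fold change 2.43, adjusted p 0.0149) and with no filter on low counts (2.40, 0.0410). All alternatives named were set before the data were examined.

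The paper states that Slc3a2 and Slc7a11 did not change, while its Fig. 2B colors both. Slc3a2 had a log2 fold change of -0.46 with an adjusted p of 0.00792, and Slc7a11 one of 1.20 with an adjusted p of 0.165 and opposite directions in MC010 and MC011. The authors' deposited table gives -0.46 with an adjusted p of 0.000341 for Slc3a2 and 1.20 with 0.0845 for Slc7a11. The p53 blot of Fig. 2E shows a stronger band in MC011 than in MC010, and Trp53 RNA was higher in MC010, by 1.06 on the log2 scale. The paper describes MC010 and MC011 as IRF8 KO lines, and Irf8 RNA was at least 119-fold higher in MC010 than the floor of the WT libraries.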

Other observations

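The simulation of a shared origin of the WT lines, the test of one culture under 2 names and the test of the p53 target genes as a set were chosen after the result had been seen.

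The number of called genes was compared with other splits of the libraries. Of the 35 splits of the 8 libraries into 4 and 4, 1, the real one, gave as many called genes, and 1 gave as many called genes of Fig. 2D and of the Fig. 2B map. Most of these splits part the libraries of a line. Of the 3 splits that keep the lines whole, 1 gave as many, and 3 splits cannot give a share under 0.05. For the gene set test of the Fig. 2B map, 14 of the 35 splits gave a score as far from 0, and for the p53 target genes 30 did. Apart from the real split, 8 of 13 and 15 of 29 exchange 1 library of each label and keep part of the contrast. The other 5 and 14 exchange 2, which leaves no contrast between the labels, so scores this far from 0 also arise without it. The other splits that keep the lines whole had absolute scores of 1.02 and 1.35 against 1.10 for the map and of 0.778 and 0.958 against 0.670 for the p53 target genes.

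The WT lines were closer to each other than the lines labelled IRF8 KO, with 750 genes past the thresholds between MC654 and MC659 against 4793 between MC010 and MC011. Among genes with an adjusted p-value under 0.05, 37 against 620 differed by more than 3 on the log2 scale. The 750 genes differ by more than the spread between libraries of one line. Whether that spread covers separate dishes or passages of one culture is not known. One culture sequenced under both names thus cannot be ruled out by this number. Along the chromosomes, the medians of windows of up to 50 adjacent tested genes had an SD of 0.0653 (log2) between MC654 and MC659 and from 0.179 to 0.229 between the other pairs of lines. The lowest median between MC654 and MC659 was -0.91, further from 0 than the lowest of any other pair, but this window was a remainder at the end of a chromosome and held 1 gene. In the 293 windows that held all 50 genes, a set chosen after this was seen, the medians ran from -0.13 to 0.13 with an SD of 0.0395, against SDs from 0.178 to 0.228 for the other pairs. A shared origin of the WT lines is a candidate explanation, since it needs a profile flatter than those of the other pairs, but lines with few chromosomal changes would give one too, and sequence variants were not analysed here.

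This bears on the number of called genes. In 20 simulated datasets with line effects of the size seen within the labels, independent between the 4 lines, and no effect of genotype, at most 560 genes were called, against 3404 in the data. Independent line effects alone are thus argued against as the whole cause. When the WT lines shared one line effect in the simulation, the median was 2356 genes and the highest 2470, so 0 of the 20 datasets reached 3404. That shared effect was set to the size of the difference between MC010 and MC011, and at that size it does not give the whole number. Its true size cannot be measured with 2 lines per label, so the genotype and a shared history of the WT lines cannot be told apart for the number of called genes.

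A gain of its region as the cause of the higher Trp53 RNA is argued against by the 80 tested genes within 1 Mb, whose median log2 fold change was -0.00077. Reads of an overlapping gene are argued against as well, since 0 annotated genes overlap Trp53 and Wrap53, whose end lies 104 bp away on the other strand, had a log2 fold change of 0.0147. Higher, unchanged and lower p53 activity cannot be told apart from these data, since the p53 target genes went both ways. The median log2 fold change of 19 tested p53 target genes was -0.0676, and 4 passed both thresholds. At the adjusted p threshold alone, 4 were higher and 6 lower. Pmaip1 was higher (2.58, adjusted p 0.000258 from edgeR) and Sesn2 lower (-1.56, adjusted p 0.000144) in both lines labelled IRF8 KO. Mdm2 was near 0 over both lines (-0.02), with 0.19 in MC010 and -0.27 in MC011, each against WT. Cdkn1a was higher in MC010 (1.67 against WT) and lower in MC011 (-0.32).

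Cdkn2a had 754 and 367 counts in MC010 and between 22582 and 33120 in the other 6 libraries, and Cdkn2b had 123 and 70 against at least 4898. The nearest tested genes on either side, Gm12606 and Gm12609, taken by position, were both lower in MC010 than in WT (the smaller decrease, as fitted, was -3.05 on the log2 scale), while Mtap beyond them was higher (1.97), as was Dmrta1 (1.63). These 4 genes were named after their values were seen. This is consistent with a deletion in MC010 on chromosome 4 of mm10 between Mtap, which ends at 89181081, and Dmrta1, which starts at 89679436. Silencing of the region was not tested. Mdm4, the other gene of p53 regulation, had a log2 fold change of -0.73 and was the only one of the 3 past both thresholds. Of the 10 hematopoietic markers, 4 were in the table and 2 were tested, Cd68 (-0.58) and Csf1r (-1.93), both lower in the libraries labelled IRF8 KO. Of those not tested, Cd79a went the other way, with 10, 13, 17 and 15 counts there and 4, 5, 6 and 2 in WT.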
